# Organic anion transporter 1 is an HDAC4-regulated mediator of nociceptive hypersensitivity in mice

**DOI:** 10.1038/s41467-022-28357-x

**Published:** 2022-02-15

**Authors:** Christian Litke, Anna M. Hagenston, Ann-Kristin Kenkel, Eszter Paldy, Jianning Lu, Rohini Kuner, Daniela Mauceri

**Keywords:** Epigenetics and behaviour, Sensory processing, Molecular neuroscience, Chronic pain

## Abstract

Persistent pain is sustained by maladaptive changes in gene transcription resulting in altered function of the relevant circuits; therapies are still unsatisfactory. The epigenetic mechanisms and affected genes linking nociceptive activity to transcriptional changes and pathological sensitivity are unclear. Here, we found that, among several histone deacetylases (HDACs), synaptic activity specifically affects HDAC4 in murine spinal cord dorsal horn neurons. Noxious stimuli that induce long-lasting inflammatory hypersensitivity cause nuclear export and inactivation of HDAC4. The development of inflammation-associated mechanical hypersensitivity, but neither acute nor basal sensitivity, is impaired by the expression of a constitutively nuclear localized HDAC4 mutant. Next generation RNA-sequencing revealed an HDAC4-regulated gene program comprising mediators of sensitization including the organic anion transporter OAT1, known for its renal transport function. Using pharmacological and molecular tools to modulate OAT1 activity or expression, we causally link OAT1 to persistent inflammatory hypersensitivity in mice. Thus, HDAC4 is a key epigenetic regulator that translates nociceptive activity into sensitization by regulating OAT1, which is a potential target for pain-relieving therapies.

## Abstract (web summary)

Chronic pain is sustained by alterations in gene transcription. Here, the authors show that increased expression of Organic Anionic Transporter 1 in the spinal cord is epigenetically controlled and key to hypersensitivity in pathological pain.

## Introduction

Chronic pain is a debilitating condition that affects a conspicuous percentage of the worldwide population, resulting in tremendous yearly socio-economic costs^1^. Treatments are still, however, far from satisfactory for many patients. Thus, there is an unmet need for the uncovering of novel molecular and cellular players serving as fresh targets for future, more adequate, therapeutic interventions.

Steps have been made in understanding the signals mediating central sensitization, which is characterized by aberrant pain sensation to both noxious and non-noxious stimuli, but a clear understanding of this complex adaptive process is still lacking. The transition from acute to chronic pain is considered a pathological manifestation of neuronal plasticity in nociceptive pathways^2,3^ and shares common molecular mechanisms with other adaptive processes of the central nervous system (CNS) such as memory^4,5^. Signal-regulated gene transcription has been identified as one of the key events enabling the maladaptive plasticity typically associated with chronic pain^6^. In recent years, mounting evidence linked epigenetic–mediated regulation of transcription to different forms of chronic pain^7–11^, but a precise picture is still missing.

Within the heterogeneous group of epigenetic players, DNA methyltransferases and histone deacetylases (HDACs) are prominent mediators of adaptive processes in the CNS owing to their capacity to translate incoming synaptic activity into long-lasting transcriptional responses. HDACs catalyze the removal of acetyl groups from the lysine residues of histone and non-histone proteins and regulate gene transcription by changing chromatin structure and modifying the activity of interacting partners^12^. The several existing HDACs can be categorized into four major classes according to their structural and functional properties. There are three classes of canonical zinc-dependent HDACs where the second class can be further divided into two subclasses based on the functional properties of its members (class I: HDAC1, -2, -3, -8; class IIa: HDAC4, -5, -7, -9; class IIb: HDAC6, -10; class IV: HDAC11), and one class comprised of the nicotinamide adenine dinucleotide-dependent sirtuins (class III)^13^. The members of class IIa can shuttle between the cytoplasm and the nucleus in a signal-dependent manner, and their subcellular localization is pivotal in physiological and pathological adaptations^14–17^. In particular, in pyramidal neurons, synaptic activity promotes the nuclear export of class IIa HDACs and negatively impacts their nuclear deacetylase activity^15,16,18,19^. In other types of neuronal cells, this phenomenon is less characterized.

Recent evidence points towards the importance of histone acetylation and HDAC activity in different pathological pain states^20–23^. Due to a lack of precise pharmacological tools, however, it is not yet possible to draw definitive conclusions regarding the roles of distinct HDACs, and redundancy is a major caveat. Further, there is no information on the regulation in spinal cord circuits of a fundamental aspect modulating the activity of class IIa HDACs, namely their subcellular localization, and how its potential alteration may functionally contribute to chronic pain. Most importantly from a mechanistic viewpoint, the identity of genes underpinning central sensitization and controlled by class IIa HDACs in spinal cord neurons in pathological pain is still elusive.

In this study, we examined a number of HDACs and found the class IIa member HDAC4 to be specifically regulated by synaptic activity and persistent inflammatory pain in neurons of the spinal dorsal horn. We further discovered that activity-dependent changes in the subcellular localization of HDAC4 contribute to mechanical hypersensitivity in mouse models of nociceptive inflammation without affecting either basal or acute sensitivity. Transcriptome analysis revealed organic anion transporter 1 (OAT1), a multi-specific antiporter of anionic substrates and drugs predominantly known for its role in kidney functions^24^, to be an HDAC4 target in the spinal dorsal horn. Further, functional experiments validated spinally-expressed OAT1 as a mediator of nociceptive hypersensitivity and confirmed its targetability for treating inflammatory pain. Thus, OAT1 provides a molecular link between nociceptive activity, epigenetic-regulated transcription, and spinal sensitization, and represents a potential therapeutic target for the pharmacological treatment of persistent inflammatory pain.

## Results

### Synaptic activity triggers the nuclear export of HDAC4 in spinal cord neurons

Given the large number of HDACs, we first investigated whether activity-dependent subcellular shuttling of HDACs takes place in neurons of the spinal cord, and used this property as a screening tool to prioritize HDACs for further functional analyses. Following treatment of primary spinal cord neurons with the *gamma*-aminobutyric acid-A-receptor antagonist bicuculline (Bic) to induce bursts of synaptic activity, and consistent with our observations in hippocampal neurons^18^, we found that members of class I (HDAC1 and 3), class IIb (HDAC10), and class IV (HDAC11) did not change their subcellular distribution (Supplementary Fig. 1a, Fig. 1b). Amongst members of class IIa, HDAC4 was unique in showing a significant reduction of its nuclear content as a result of increased synaptic activity, whereas the nuclear content of HDAC5, -7 and -9 was unaltered (Fig. 1a, b, Supplementary Fig. 1a). These observations stand in striking contrast to those made for pyramidal neurons, where all class IIa HDACs shuttle between the cytosol and the nucleus in an activity-dependent manner^15,16,18,19^. The expression levels of HDAC4 and of all tested HDACs remained constant (Supplementary Fig. 1b, c), suggesting that the detected activity-dependent reduction of nuclear HDAC4 (Fig. 1a, b) stems from nuclear export rather than degradation. Notably, protein levels of the immediate early gene c-Fos were increased in the same samples, indicating that the synaptic activity stimulation protocol was successful (Supplementary Fig. 1b, c). Moreover, Bic stimulation evoked repetitive, rhythmic nuclear calcium rises consistent with action potential bursting (Supplementary Fig. 1d, e)^25^. In line with a functional relevance for the redistribution of HDAC4 in cultured spinal cord neurons, synaptic activity induced a significant increase of acetylated histone 3-Lys9 (AcH3) levels whereas total histone 3 levels remained constant (Supplementary Fig. 1f, g). Immunocytochemistry revealed that the activity-dependent increase of AcH3 took place specifically in neurons and not in glial cells present in the cultures (Fig. 1c, d). Thus, synaptic activity promotes the nucleocytoplasmic export specifically of class IIa HDAC member HDAC4 and acetylation of histone 3 in spinal cord neurons ex vivo.

**Fig. 1:**
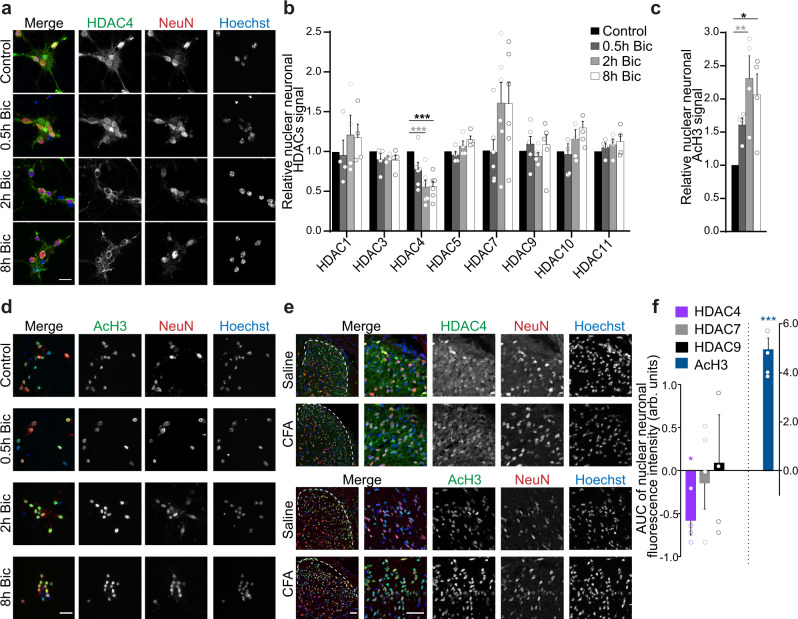
Neuronal activity and persistent inflammatory nociception trigger the nuclear export of HDAC4 and histone 3 acetylation in spinal cord neurons. **a** Representative images of cultured primary spinal cord neurons (DIV10) immunostained for endogenous HDAC4 (green) and the neuronal marker NeuN (red); Hoechst (blue) marks the nuclei. Scale bar is 20 µm. **b** Quantification of the relative fluorescence intensity of the nuclear HDACs signal in spinal cord neurons normalized to respective controls. Each point represents the mean value derived from one independent experiment. Ca. 40 cells were analyzed per condition and experiment (HDAC1 *n* = 4 F_(3,8)_ = 1.120; HDAC3 *n* = 4 F_(3,12)_ = 0.9239; HDAC4 *n* = 6 F_(3,20)_ = 8.676; HDAC5 *n* = 4 F_(3,12)_ = 3.210; HDAC7 *n* = 6 F_(3,20)_ = 2.726; HDAC9 *n* = 5 F_(3,20)_ = 0.7916; HDAC10 *n* = 4 F_(3,8)_ = 2.502; HDAC11 *n* = 4 F_(3,12)_ = 0.6623). **c** Quantification of the relative fluorescence intensity of the nuclear signal of acetylated histone H3-Lys9 (AcH3) in spinal cord neurons, treated as indicated. Ca. 30 cells were analyzed per sample (*n* = 4 F_(3,12)_ = 5.854). **d** Representative images of primary cultured spinal cord neurons (DIV10) immunostained for AcH3 (green). Cells were treated with Bic (50 µM) for the indicated times. Nuclei were labelled with Hoechst (blue) and NeuN (red) as a neuronal marker. Scale bar is 40 µm. **e** Representative images of spinal cord dorsal horn sections of lumbar spinal segments L3–5 of mice 24 h after intraplantar CFA or saline injection, immunostained for HDAC4 or acetylated histone H3-Lys9 (AcH3) shown in green; NeuN (red). Nuclei were labeled with Hoechst (blue) and scale bar is 40 µm. Higher magnifications of the upper laminae are shown in the right panels with a scale bar of 40 µm. **f** Quantifications of the average nuclear fluorescence intensities from immunolabeled HDACs and AcH3 in neurons of the spinal cord dorsal horn, normalized to values obtained from saline-injected mice and integrated over a time course series (*n* = 4 mice per condition and timepoint). Timepoints used were 0.5, 2, 6, and 24 h. Statistically significant differences were determined by one-way ANOVA followed by Dunnett’s post hoc test (**b**, **c**) or two-tailed Student’s *t-*test (**f**). ***p < 0.001; **p < 0.01; *p < 0.05. In bar graphs, each point represents a value derived from one independent culture or mouse. Graphs represent mean ± SEM. See also Supplementary Figs. 1 and 2.

### Long-lasting inflammatory nociception induces the nuclear export of HDAC4 in spinal dorsal horn neurons in vivo

We proceeded to investigate whether nociceptive activity affects the subcellular localization of HDAC4 in spinal cord neurons in vivo. We made use of a mouse model of long-lasting inflammatory sensitization induced by hindpaw intraplantar injection of Complete Freund’s adjuvant (CFA), which is frequently used to mimic the time course of chronic inflammatory pain conditions such as rheumatoid arthritis or tendonitis^26^. CFA injection induced paw edema within 24 h that persisted at least seven days (Supplementary Fig. 2a, b) and led to mechanical and thermal hypersensitivity (Supplementary Fig. 2c, d). We analyzed the subcellular localization of class IIa HDACs and the levels of AcH3 specifically in the nucleus of dorsal horn neurons of the lumbar spinal cord segments L3-L5 at different timepoints (0.5 h, 2 h, 6 h, and 24 h) post-CFA or saline injection and calculated the variations over time from the saline-baseline. We observed a reduction of the nuclear HDAC4 content in dorsal horn neurons of inflamed mice relative to saline-treated mice (Fig. 1e, f; Supplementary Fig. 2e–g). Consistent with our observations in cultured spinal cord neurons, the nociceptive input-triggered subcellular redistribution of HDACs appeared to be specific for HDAC4 as the nuclear content of other class IIa HDACs (HDAC7 and -9) was not affected (Fig. 1f, Supplementary Fig. 2g, h). Differential analysis between superficial and deeper laminae revealed that the reduction of nuclear HDAC4 in dorsal horn neurons took place preferentially in laminae I-II (Supplementary Fig. 2g). Nuclear levels of HDAC4 in the ipsilateral dorsal spinal cord of mice subjected to the spared nerve injury (SNI) model of neuropathic pain did not change relative to the contralateral side (Supplementary Fig. 2i), suggesting that HDAC4 nuclear exclusion might be modulated differentially in distinct pain states. As expected, c-Fos levels and the number of c-Fos positive cells in the dorsal horn were significantly elevated 2 h after intraplantar CFA injections (Supplementary Fig. 2j–m)^6,27^. NF-kB is a transcription factor that regulates numerous inflammatory responses^28^. Expression of IkBα, an inhibitor of NF-kB that binds to NF-kB and traps it in the cytoplasm^29^, was significantly reduced 24 h after CFA treatment (Supplementary Fig. 2l, m). Total spinal dorsal horn levels of HDAC4 and other analyzed HDACs, however, were unchanged following paw inflammation (Supplementary Fig. 2l, m). Importantly, nuclear neuronal AcH3 levels were increased after intraplantar CFA injections (Fig. 1e, f, Supplementary Fig. 2g). In contrast to the CFA model of long-lasting inflammatory sensitization, intraplantar injection of capsaicin results in short-lasting, acute, and local inflammation^26^. Capsaicin did not trigger the induction of c-Fos, nor did it affect the levels of AcH3 (Supplementary Fig. 2n, o). Taken together, our analyses suggest that persistent, but not acute, inflammatory nociceptive activity induces the nuclear export of HDAC4 and elevates histone H3 acetylation in dorsal horn neurons of the spinal cord.

### Nuclear HDAC4 in spinal cord neurons alters the expression of the pain-relevant gene *Ptgs2* in vivo

The subcellular localization of HDAC4 is modulated by activity (Fig. 1)^15,18,19^. Via changes in its localization, HDAC4 influences activity-dependent gene transcription in neurons, thereby playing an essential role in information processing and in different forms of plasticity^15–18,30^. We hypothesized that nociceptive activity-mediated nuclear exclusion of HDAC4 might be instrumental to central sensitization via the modulation of gene transcription in spinal cord neurons. To test this hypothesis, we employed a constitutively nuclear localized dominant-active mutant of HDAC4 (HDAC4 3SA), which features three mutations in phosphorylation sites key for the nuclear export of HDAC4 and is therefore always confined to the nuclear compartment^16,18,19,31^. Overexpression of β-galactosidase (LacZ) as a control, wild-type HDAC4 (HDAC4 wt), or HDAC 3SA transgenes in cultured spinal cord neurons had no effect on neuronal viability (Supplementary Fig. 3a). We generated recombinant adeno-associated viruses (rAAVs) to express LacZ, HDAC4 wt, or HDAC4 3SA in dorsal horn neurons of the lumbar spinal cord in vivo (Fig. 2a). rAAV-injected spinal cord tissue revealed robust transgene expression at 3 weeks post-injection within the dorsal horn, whereas corresponding primary afferent neurons displayed no signs of viral infection (Supplementary Fig. 3b). Immunolabeling confirmed that the HDAC4 3SA mutant, in contrast to the HDAC4 wt version, remained localized in the nucleus 24 h after paw injection of CFA (Fig. 2b). In striking contrast to mice expressing LacZ or HDAC4 wt, CFA-triggered ipsilateral induction of AcH3 in dorsal horn neurons was prevented in mice expressing HDAC4 3SA (Fig. 2c, d), showing the importance of nociceptive activity-induced nuclear exclusion of HDAC4 for histone acetylation. Persistent nociceptive input from the periphery elicited by hindpaw CFA injection modulates the transcription of several plasticity-related genes in dorsal horn neurons, including genes encoding important effectors of nociceptive hypersensitivity such as *Ptgs2*, a critical mediator of inflammatory hypersensitivity^6,32,33^ that has been shown to depend on HDAC4^18^. mRNA levels of *Ptgs2* were significantly induced in the dorsal lumbar segments of mice expressing either LacZ or HDAC4 wt 24 h after CFA injection^6^, but not in mice expressing HDAC4 3SA (Fig. 2e). In summary, these data suggest that the shuttling of HDAC4 towards the cytosol results in histone H3 acetylation and the modified transcription of pain-related genes in spinal neurons.

**Fig. 2:**
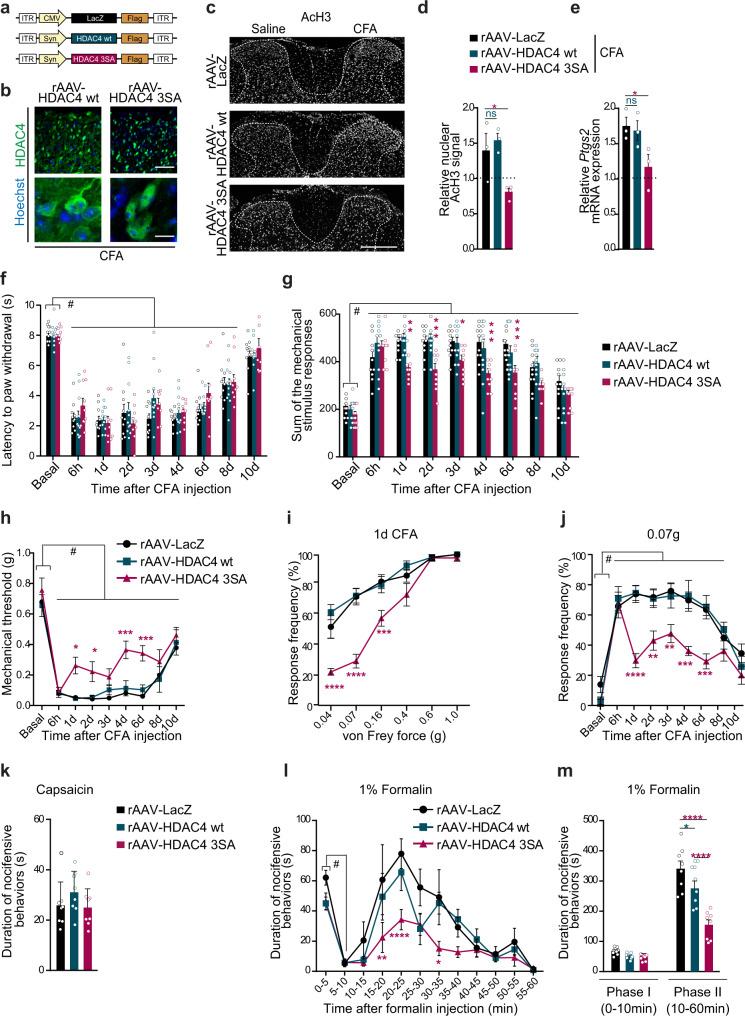
Nuclear HDAC4 alters the expression of pain-relevant genes in vivo and reduces hypersensitivity in persistent but not acute inflammatory pain models. **a** Schema of the rAAVs used. **b** Images of dorsal horn from spinal cord sections L3–5 following intraspinal injections of rAAV-HDAC4 wt or -HDAC4 3SA and intraplantar CFA injection. Constructs (green), Hoechst (blue, nuclei). Scale bar is 100 µm in the upper panels and 10 µm in the lower panels. **c** Images of dorsal sections of spinal cord L3–5, immunostained for acetylated histone H3-Lys9 (AcH3), intra-spinally injected as indicated, followed by injections of CFA or saline for 24 h. Scale bar is 300 µm. **d** Relative fluorescence intensities of the nuclear AcH3 signal in neurons of the dorsal horn following intraspinal rAAV delivery and intraplantar injections as in (**c**), normalized to contralateral (saline) (*n* = 3). **e** QRT-PCR analysis of *Ptgs2* in lumbar L3–5 spinal cord segments 24 h after injections, in mice expressing indicated constructs (*n* = 3). Values were normalized to rAAV-LacZ saline-injected mice. **f** Paw withdrawal latency to a radiant heat light source. **g** Mechanical sensitivity following CFA injection. **h** 40% response threshold to mechanical force via von Frey filaments. **i** Stimulus intensity-response frequency curve for plantar von Frey mechanical stimulation for the same cohort of mice shown in (**f**–**h**) 24 h after CFA injection. **j** Response frequency to light touch (0.07 g filament) over time (LacZ *n* = 10, HDAC4 wt *n* = 11, HDAC4 3SA *n* = 9, **f**–**j**). **k** Cumulative durations of acute nocifensive behaviors evoked by capsaicin (*n* = 8). **l**, **m** Cumulative durations of nocifensive behaviors evoked by formalin. Bar graphs in **m** represent the sum of all nocifensive behaviors in the early (Phase I) and late (Phase II) phases, and panel **l** shows the response curves over time (LacZ, HDAC4 3SA *n* = 8; HDAC4 wt *n* = 7). Statistically significant differences were determined by one-way ANOVA followed by Dunnett’s post hoc test (**d**, F_(2,6)_ = 0.8689697) or Tukey’s test (**k**, F_(2,21)_ = 1.220); two-way ANOVA followed by Dunnett’s post hoc test (**e**; F_(1,11)_ = 44.47) or two-way ANOVA with repeated measures followed by Dunnett’s post hoc test for comparisons to basal values and Tukey’s post hoc test for comparisons between conditions (**f**, F_(8,216)_ = 83.08 F _(2,27)_ = 0.9383; **g**, F_(8,216)_ = 66.30 F_(2,27)_ = 10.47; **h**, F_(8, 216)_ = 49.47 F_(2,27)_ = 17.48; **i**, F_(5,135)_ = 88.67 F_(2,27)_ = 24.19; **j**, F_(8,216)_ = 37.44 F_(2,27)_ = 16.61; **l**, F_(11,220)_ = 15.24 F_(2,20)_ = 17.70; **m**, F_(1,20)_ = 243.6 F_(2,20)_ = 17.25). ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ^#^*p* < 0.0001. Asterisks (*) refer to statistical comparisons between conditions and hashtags (^#^) to comparisons relative to basal values within each condition. Each point represents the mean value derived from one mouse. Graphs represent mean ± SEM. See also Supplementary Fig. 3.

### Nuclear HDAC4 in dorsal horn neurons reduces long-lasting nociceptive inflammatory hypersensitivity but does not affect acute or basal nociception

We next sought to investigate the relevance of the activity-induced nuclear exclusion of HDAC4 for acute nociception and for inflammation-associated nociceptive hypersensitivity. Mice intra-spinally injected with rAAV-HDAC4 3SA and controls showed similar basal sensitivity to mechanical and thermal stimuli applied to the hindpaws (Fig. 2f–h). Following CFA delivery, all mice developed mechanical and thermal hypersensitivity lasting up to 10 days (Fig. 2f–h)^6,34^. Thermal sensitivity was similar in all experimental groups (Fig. 2f). However, in comparison to control mice, mice expressing HDAC4 3SA in dorsal horn neurons showed significantly reduced mechanical hypersensitivity starting 24 h after CFA injection and persisting until 6 days (Fig. 2g, h). Further, HDAC4 3SA-expressing mice showed drastically reduced allodynia, which is characterized by withdrawal responses to typically non-noxious intensities of force such as 0.04 g or 0.07 g (Fig. 2i, j), indicating that constitutively nuclear HDAC4 opposes the spinal sensitization associated with persistent inflammatory mechanical hypersensitivity. In contrast to these findings, acute nocifensive behavior elicited within five minutes after hindpaw injection of capsaicin was not different between mice expressing HDAC4 3SA in the dorsal spinal cord and those expressing LacZ or HDAC4 wt (Fig. 2k). Analysis of the typical bi-phasic nociceptive response following intraplantar injection of formalin in mice expressing HDAC4 3SA or controls also revealed no significant differences between experimental groups in the durations of nocifensive behaviors during the acute phase (0–10 min after injection) (Fig. 2l, m). During the second phase (10–60 min after injection), however, which is characterized by both on-going nociceptor activation and plasticity in central neurons^35–37^, mice expressing HDAC4 3SA displayed significantly reduced nocifensive behaviors compared to controls (Fig. 2l, m). Thus, nuclear HDAC4 in dorsal horn neurons inhibits the development of persistent inflammatory spinal sensitization without altering basal sensitivity or acute nociception.

### HDAC4 shapes the transcriptional profile of the spinal cord in persistent inflammatory sensitization

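Dorsal spinal tissue (L3–5) was collected 24 h after intraplantar injection of 20 µl of CFA, or of saline, from mice that had received 500 nl of a mixture of rAAV and mannitol per side in the spinal cord at least 3 weeks before the experiment. The rAAV carried LacZ as the control, wild-type HDAC4 (HDAC4 wt), or HDAC4 3SA, the mutant that stays in the nucleus. The 6 groups held 3 mice each, 18 mice in all. Libraries were made from 0.3 µg of RNA per mouse and sequenced as single-end reads of 50 bp, and the paper states a minimum depth but no depth per library. The authors mapped the reads with TopHat 2.0.14 and Bowtie 2.2.9 to the mouse genome (GRCm38, Ensembl release 85) and compared CFA with saline within each vector with Cuffdiff 2.0.0. They deposited 1 table per vector, each with 34579 loci. For each locus, a table gives 1 FPKM value (fragments per kilobase of exon, scaled to the number of mapped fragments) for the saline group and 1 for the CFA group, estimated by Cuffdiff over the 3 mice, with a log2 fold change, a test statistic, a p-value and a false discovery rate adjusted q-value. The tables hold no value per mouse, no read counts and no depth per library. No SD can therefore be given for any value, and no test across mice could be run in addition to Cuffdiff's. Cuffdiff tested 29837 loci in LacZ-expressing mice, 30341 in HDAC4 wt-expressing mice and 30778 in HDAC4 3SA-expressing mice. The vectors were normalized in separate runs, so fold changes are compared within a table and levels are set side by side across tables only as a description. Fold changes were recomputed as the CFA value over the saline value. Of the 34579 loci, 386 carry the same identifier in different tables at places that do not overlap, and these were left out of every comparison between vectors. Hdac4, on chromosome 1 from 91928777 to 92180314, had 7.41 FPKM in saline-treated and 7.72 FPKM in CFA-treated LacZ mice. It had 10.1 and 10.8 FPKM in HDAC4 wt mice, and 8.86 and 8.81 FPKM in HDAC4 3SA mice. How many reads from the vector's HDAC4 were counted at this locus cannot be told from the tables.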

We next addressed the mechanistic basis of how nuclear HDAC4 shapes inflammatory pain by performing a transcriptome analysis using next generation RNA sequencing (RNAseq) of dorsal spinal tissue from mice spinally expressing LacZ, HDAC4 wt, or HDAC4 3SA. 24 h following CFA injection, 104 genes were upregulated and nine genes downregulated in the spinal dorsal horn of LacZ-expressing mice, 47 genes were upregulated and five genes downregulated in HDAC4 wt-expressing mice, and 252 genes were upregulated and six genes downregulated in mice expressing HDAC4 3SA (Fig. 3a, c; Supplementary Table 1). 

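At the paper's thresholds (q under 0.05 and a log2 fold change beyond 0.5 in either direction), the authors' deposited table holds 116 upregulated and 12 downregulated loci for LacZ-expressing mice. Counted the same way, the authors' deposited table holds 96 upregulated and 38 downregulated loci for HDAC4 wt and 308 upregulated and 35 downregulated loci for HDAC4 3SA. With a threshold of q under 0.01, the total of up- and downregulated loci was 0 for LacZ, 0 for HDAC4 wt and 181 for HDAC4 3SA; the smallest q in the authors' deposited table is 0.0151 for LacZ and 0.0126 for HDAC4 wt, so none of their loci can pass. Loci with an unadjusted p under 0.05 in the authors' deposited tables number 889 for LacZ, 1114 for HDAC4 wt and 1457 for HDAC4 3SA. No RefSeq identifier is given for 10 of the LacZ DEGs, 79 of the HDAC4 wt DEGs and 76 of the HDAC4 3SA DEGs. Immunoglobulin segments, which are similar in sequence and can share reads, make up 3 of the LacZ DEGs, 68 of the HDAC4 wt DEGs (44 up and 24 down) and 57 of the HDAC4 3SA DEGs (33 up and 24 down). In 12, 23 and 35 DEGs of the respective tables, one of the groups is listed at 0 FPKM. Among DEGs that name a single gene and reach 1 FPKM in a group, the largest rises in LacZ mice besides Msln were those of Krtdap, listed at 0 FPKM after saline and 13.7 FPKM after CFA, and Wfdc21, listed at 0 and 1.62 FPKM. The largest falls in LacZ mice were those of Fam216b (1.52 to 0.537 FPKM), Ak7 (1.54 to 0.662 FPKM) and Ccdc153 (4.44 to 1.92 FPKM). In HDAC4 wt mice the largest rises were those of Igkv4-70, Igkv4-80 and Ighv1-17 and the largest falls those of Gm37722, Ighv8-5 and Ighv1-36. In HDAC4 3SA mice they were those of Ighv1-63, Igkv1-99 and Ighv8-11, and of Ighv7-4, Igkv14-130 and Igkv4-61. All 12 are annotated as immunoglobulin variable segments or their pseudogenes, and each is listed at 0 FPKM in one of the groups. The value of 16084 FPKM for Igkv4-70 after CFA comes from a locus on chromosome 6 from 69268364 to 69268443. Of the DEGs, 7 were shared by all 3 vectors, and 6 of these changed in the same direction. HDAC4 3SA and LacZ mice shared 18 DEGs against 1.05 expected by chance among the loci tested in both tables (one-sided Fisher's exact test, p = 2.26e-17, and the same after Benjamini-Hochberg adjustment over the 3 pairs), and 15 changed in the same direction. HDAC4 wt and LacZ mice shared 17 against 0.250 expected (one-sided Fisher's exact test, p = 3.34e-27, adjusted p = 5.01e-27), 15 of them in the same direction. HDAC4 3SA and HDAC4 wt mice shared 55 against 1.22 expected (one-sided Fisher's exact test, p = 1.41e-78, adjusted p = 4.23e-78). Of these 55, 32 were immunoglobulin segments, and the 17 that changed in opposite directions were all among them. Genes are not independent of each other, so these p-values describe the lists.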

The biological processes identified using gene ontology (GO) term analysis of differentially expressed genes in LacZ-expressing mice pointed towards an inflammatory immune response in CFA-injected mice, as expected (Fig. 3b). 

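GO terms were not re-tested here. Genes typical of neutrophils, a list fixed before the data were examined, rose in LacZ-expressing mice. With 0.1 FPKM added to both groups, the median log2 fold change of the 6 genes with a mean of at least 0.5 FPKM was 3.16 in LacZ mice, and all 6 were higher after CFA. This was above each of 10000 random lists of the same size with similar FPKM. In HDAC4 wt and HDAC4 3SA mice the same median was -0.93 and -0.89, and the 6 genes were lower after CFA in both. The most abundant of them, S100a8 and S100a9, went from 3.54 to 36.8 FPKM and from 4.96 to 52.8 FPKM in LacZ mice. S100a8 went from 12.6 to 10.7 FPKM in HDAC4 wt mice and from 20.6 to 13.4 FPKM in HDAC4 3SA mice. Ngp, another neutrophil gene and a DEG in all 3 of the authors' deposited tables, changed 11.8-fold in LacZ mice, 0.423-fold in HDAC4 wt mice and 0.405-fold in HDAC4 3SA mice. The other DEGs shared by the 3 vectors rose in each of them. Lcn2 rose 8.39-fold in LacZ mice, 3.15-fold in HDAC4 wt mice and 3.10-fold in HDAC4 3SA mice. Lbp rose 2.24-, 2.12- and 2.17-fold, Fn1 1.94-, 1.71- and 2.25-fold, Sprr1a 8.15-, 2.17- and 2.46-fold, and Vwf 1.70-, 1.61- and 1.69-fold in the same order. Lbp is read from a short locus on chromosome 2, from 158332464 to 158332846, at the 3′ end of the annotated gene. The median log2 fold change of 10 microglial genes was 0.12 in LacZ, 0.29 in HDAC4 wt and 0.79 in HDAC4 3SA mice, where all 10 were higher after CFA. For interferon response genes the median was 0.52 in both LacZ mice (7 genes) and HDAC4 wt mice (9 genes) and 1.00 in HDAC4 3SA mice, where 9 of 9 were higher. C1qc went from 14.0 to 19.6 FPKM in LacZ mice. In HDAC4 wt and HDAC4 3SA mice it went from 123 to 160 FPKM and from 89.4 to 185 FPKM.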

Comparisons of CFA-mediated changes in the expression levels of the differentially expressed genes (DEGs) between mice spinally expressing LacZ, HDAC4wt, and HDAC4 3SA revealed striking differences (Fig. 3d). 

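The fold changes of the LacZ DEGs were read in the tables of the other vectors. Of the 116 LacZ DEGs that rose, 113 could be read in each of the other tables. Their median log2 fold change was 1.16 in LacZ mice, 0.30 in HDAC4 wt mice and 0.24 in HDAC4 3SA mice. In HDAC4 wt mice 83 of the 113 (73.5%) also rose, and in HDAC4 3SA mice 68 (60.2%). Both medians lay above each of 10000 random lists with similar FPKM, which describes these genes and is not a test across mice. Adding 1 FPKM to both groups moved them most, to 0.19 in HDAC4 wt mice and 0.08 in HDAC4 3SA mice. For 112 of these DEGs, all 3 tables could be compared. The log2 fold change was lower in HDAC4 wt than in LacZ mice for 108 of the 112, and lower in HDAC4 3SA than in LacZ mice for 105. The DEGs were chosen by their change in LacZ mice, which favours the larger value there. Between the vectors not used for the choice, the log2 fold change was lower in HDAC4 3SA than in HDAC4 wt mice for 64 of 112. It was above 0.5 in HDAC4 wt mice and below 0.5 in HDAC4 3SA mice for 16 DEGs, the reverse for 23, above 0.5 in both for 15 and below 0.5 in both for 58. Of the 12 LacZ DEGs that fell, 11 could be read. Their median log2 fold change was 0.07 in HDAC4 wt and 0.15 in HDAC4 3SA mice, within the range of the random lists.

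**Figure D1:**
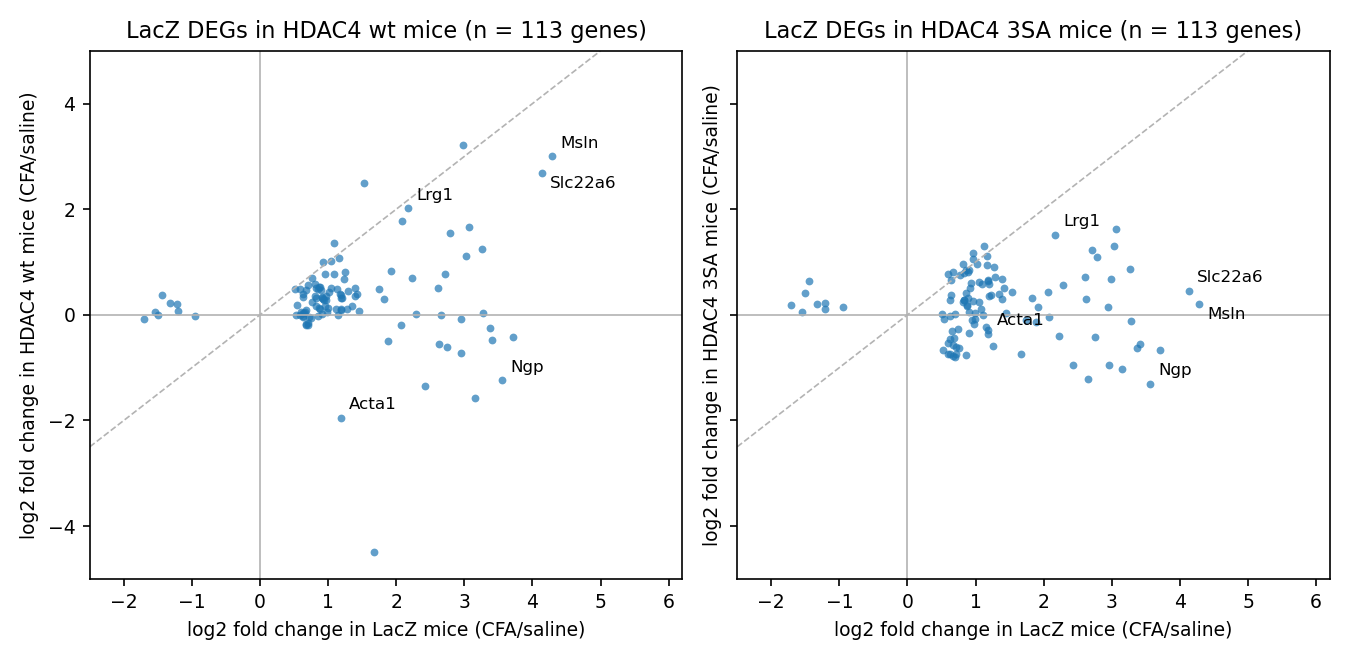
Log2 fold change (CFA over saline) of LacZ DEGs in LacZ mice (x axis) against the same genes in HDAC4 wt mice (left, y axis) and HDAC4 3SA mice (right, y axis). Each point is a DEG with a finite value in both tables (113 in each panel); the dashed line marks equal fold changes, and most points that rose in LacZ mice lie below it.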

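The genes shown in Fig. 3e were followed through the 3 tables. Msln (mesothelin), on chromosome 17 from 25748614 to 25754318, went from 0.0517 to 1.01 FPKM after CFA in LacZ mice, a 19.5-fold rise, and from 0.114 to 0.916 FPKM in HDAC4 wt mice, an 8.05-fold rise. In HDAC4 3SA mice it was 0.0837 FPKM after saline and 0.0962 FPKM after CFA. Slc26a7, an anion exchanger gene, had a log2 fold change of 2.98 in LacZ mice, 3.21 in HDAC4 wt mice and 0.67 in HDAC4 3SA mice, and its value after CFA was 0.765, 0.803 and 0.0897 FPKM. Prdm6 rose 6.88-, 2.91- and 2.14-fold in the same order, and its q in the authors' deposited tables was 0.0151 for LacZ and 0.0809 for HDAC4 wt. Msln, Slc26a7 and Prdm6 were left untested by Cuffdiff in the HDAC4 3SA table, so their difference from the other vectors could not be tested either. Adding 1 FPKM to both groups lowered the log2 fold change of Prdm6 in LacZ mice to 0.45, below the threshold of 0.5. Tspan11 rose 4.23-fold in LacZ and 3.41-fold in HDAC4 wt mice and was 0.972-fold in HDAC4 3SA mice. With 1 FPKM added its log2 fold change was 0.37 in LacZ and 0.47 in HDAC4 wt mice. Lrg1 was upregulated in all 3 of the authors' deposited tables, with rises of 4.49-, 4.07- and 2.87-fold. Nov rose 2.38-fold in LacZ and 1.75-fold in HDAC4 wt mice and was 0.664-fold in HDAC4 3SA mice. Mgp had log2 fold changes of 0.93, 1.00 and 0.60, and its q in the authors' deposited table for HDAC4 3SA was 0.775. Acta1, a skeletal muscle actin, rose 2.27-fold in LacZ mice (3.94 to 8.94 FPKM) and changed 0.259-fold in HDAC4 wt mice (1.50 to 0.387 FPKM) and 0.779-fold in HDAC4 3SA mice (12.5 to 9.74 FPKM). A list of other skeletal muscle genes had a median log2 fold change of 1.04 in LacZ, -0.52 in HDAC4 wt and -0.08 in HDAC4 3SA mice.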

Since we wanted to dissect the specific role of HDAC4 subcellular localization in sensitization (Fig. 2), we focused our attention on those DEGs sexhibiting differentially regulated CFA-triggered expression changes in HDAC4 3SA-expressing mice as compared to both LacZ- and HDAC4 wt-expressing mice (a selection is shown in Fig. 3e). This pool of DEGs included targets with reported functions in pain, such as thrombospondin 1 (*Thbs1*), a secreted glycoprotein involved in inflammatory responses;^38–40^ *H19*, a long non-coding RNA recently linked to the development of neuropathic pain;^41^ myelin protein zero (*Mpz*), which has been linked to neuropathy;^42^ and periaxin (*Prx*), which is associated with neuropathic pain^43^. 

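Thbs1, on chromosome 2 from 118111864 to 118127267, went from 2.22 to 4.71 FPKM after CFA in LacZ mice (2.12-fold), from 2.98 to 7.65 FPKM in HDAC4 wt mice (2.56-fold) and had 2.80 FPKM after CFA in HDAC4 3SA mice (1.08-fold). H19, on chromosome 7 from 142575535 to 142578110, rose 2.89-fold in LacZ mice, 5.64-fold in HDAC4 wt mice and 1.35-fold in HDAC4 3SA mice, and lay between 0.362 and 3.38 FPKM. Prx, on chromosome 7 from 27499317 to 27520197, changed 1.65-fold in LacZ mice, 0.974-fold in HDAC4 wt mice and 0.596-fold in HDAC4 3SA mice. The authors' deposited tables give Thbs1 and H19 a q under 0.05 in LacZ and HDAC4 wt mice. For Prx, the authors' deposited tables give a q under 0.05 for the rise in LacZ mice and for the fall in HDAC4 3SA mice, and a q of 0.998 in HDAC4 wt mice. A list of 9 other Schwann cell genes moved in the same way, with a median log2 fold change of 0.59 in LacZ mice, -0.09 in HDAC4 wt mice and -0.46 in HDAC4 3SA mice. All 9 were higher after CFA in LacZ mice and all 9 were lower after CFA in HDAC4 3SA mice.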

Changes in the expression levels of selected genes were confirmed in an extended cohort of samples using quantitative RT-PCR (QRT-PCR) analysis (Fig. 3f). These data thus identify an inflammatory pain-related transcriptional program in the dorsal spinal cord controlled by the subcellular localization of HDAC4.

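A gene that passes the threshold in one vector and not in another is not thereby shown to differ between them, so the difference between the log2 fold changes of a pair of vectors was tested. The standard error of each log2 fold change was taken as the deposited log2 fold change over the deposited test statistic, and the p-values of the difference were adjusted by the Benjamini-Hochberg method over the loci tested in both tables. This rests on a normal approximation with 3 mice per group, so the p-values of single genes are not given and passing the threshold is a description, not a test across mice. This gave 628 of 27406 loci with an adjusted p under 0.05 for HDAC4 3SA against LacZ, 768 of 28325 for HDAC4 3SA against HDAC4 wt and 658 of 27499 for HDAC4 wt against LacZ. Most of these loci, 579, 648 and 575, have a p over 0.05 in both of the authors' deposited tables, and 390, 459 and 390 rest on a deposited statistic beyond 10. With the standard error that the deposited p implies, an alternative chosen after seeing the data, the counts were 37, 31 and 13. Both standard errors gave a difference for 14 genes for HDAC4 3SA against LacZ, 13 of them lower in HDAC4 3SA. They did so for 31 loci for HDAC4 3SA against HDAC4 wt, all immunoglobulin segments, and for 13 loci for HDAC4 wt against LacZ, all lower in HDAC4 wt. Among the genes named in Fig. 3e, the log2 fold change in HDAC4 3SA mice differed from that in LacZ mice by -1.84 for Nov (standard error 0.55) and by -1.47 for Prx (standard error 0.40), and these passed the threshold. The difference of Acta1 between HDAC4 wt and LacZ mice was -3.13 (standard error 0.63) and passed it as well. The differences of Thbs1 (-0.98, standard error 0.50) and H19 (-1.10, standard error 0.87) between HDAC4 3SA and LacZ mice did not pass the threshold, and neither did that of Tspan11 (-2.12, standard error 0.85). No gene of Fig. 3e passed it between HDAC4 3SA and HDAC4 wt mice, which does not show that their changes were equal. Msln, Slc22a6, Slc26a7 and Prdm6 are missing from this test for HDAC4 3SA, where Cuffdiff left them untested. From the DEGs whose CFA-triggered change was altered in HDAC4 3SA-expressing mice, and from QRT-PCR of selected genes in further samples, the paper concludes that the localization of HDAC4 in the cell controls a transcriptional program related to inflammatory pain.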

**Fig. 3:**
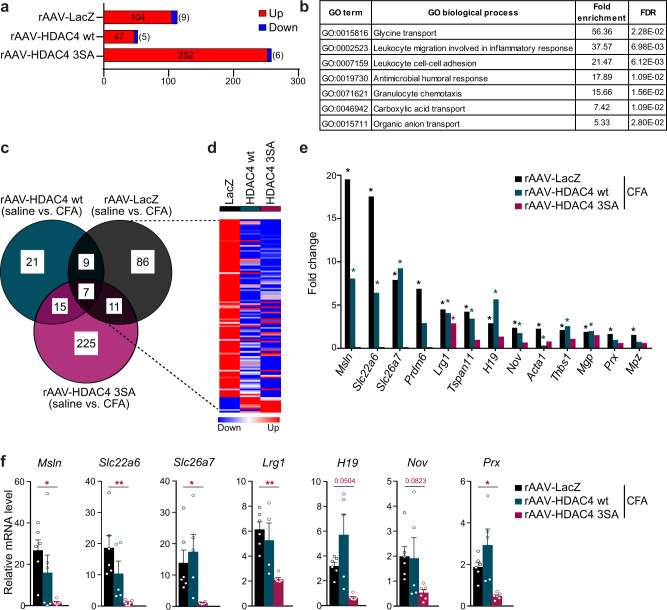
HDAC4 regulates gene expression in persistent inflammatory sensitization in the spinal cord. **a** Number of differentially expressed genes (DEGs) (*p*_adjusted_ < 0.05), identified by RNAseq analysis, in the dorsal spinal cord (L3–5) of mice intra-spinally injected with either rAAV-LacZ, -HDAC4 wt, or -HDAC4 3SA that are significantly up- or downregulated following intraplantar injection of CFA (*n* = 3 mice/group). **b** Gene ontology (GO) analysis of DEGs that are significantly up- or downregulated following CFA injection in LacZ-expressing mice, using the PANTHER overrepresentation test and database. Enriched GO terms with an enrichment score >5 are listed. **c** Venn diagram illustrating the number and overlap of significantly up- or downregulated DEGs following CFA injection, as in (**a**). **d** Heat map of the relative fold change of significantly DEGs in LacZ-expressing mice after CFA injection compared to the fold changes of the same genes in rAAV-HDAC4 wt or -HDAC4 3SA injected mice. Color-coding is adjusted per row. **e** Relative expression fold changes of a selection of CFA-induced genes identified in the RNAseq analysis that are not induced in HDAC4 3SA-expressing mice. Asterisks refer to the statistical values provided in Supplementary Table 1. **f** Relative expression fold changes from QRT-PCR validation analysis using additional samples (*Msln, Slc22a6*, *Slc26a7*, *Lrg1, H19, Nov,* and *Prx;* *n* = 6 mice per condition*)*. Statistically significant differences were determined by one-way ANOVA followed by Dunnett’s post hoc test (*Msln*, F_(2, 14)_ = 4.563; *Slc22a6*, F_(2, 14)_ = 8.223; *Slc26a7* F_(2, 14)_ = 5.243; *Lrg1*, F_(2, 13)_ = 9.750; *H19*, F_(2, 13)_ = 7.209; *Nov*, F_(2, 14)_ = 2.960; *Prx*, F_(2, 14)_ = 8.688). Each point represents the mean value derived from one mouse. Bars represent mean + SEM. See also Supplementary Table 1.

### Expression of the HDAC4 target OAT1 in the spinal cord modulates inflammatory hypersensitivity

Among the genes whose induction by CFA in control conditions was strongly impaired by constitutively nuclear HDAC4, our attention was drawn to *Slc22a6*, which codes for the organic anion transporter 1 (OAT1), also known as solute carrier family 22 member 6. 

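The value of Slc22a6 in the tables belongs to a locus on chromosome 19 of GRCm38 from 8626735 to 8628178 (1444 bp). The annotated transcript of GENCODE M21 lies on the plus strand from 8618039 to 8628299 and has 10 exons with 3983 bases in all, of which 1635 are coding. The locus lies within exon 10, which runs from 8626121 to 8628299, and covers 36.3% of the exon bases. The last coding base is at 8626208, so the locus covers part of the 3′ untranslated region and 0 coding bases. It is the only locus that carries the name Slc22a6 in the tables. In LacZ mice, Slc22a6 went from 0.0438 FPKM after saline to 0.769 FPKM after CFA, a 17.5-fold rise with a q of 0.0151 in the authors' deposited table. In HDAC4 wt mice it went from 0.0605 to 0.388 FPKM, a log2 fold change of 2.68 with a q of 0.0126 in the authors' deposited table. In HDAC4 3SA mice it was 0.0547 FPKM after saline and 0.0752 FPKM after CFA, 1.38-fold, and Cuffdiff did not test it. The rises in LacZ and HDAC4 wt mice did not differ detectably from each other (difference of the log2 fold changes -1.45, standard error 1.16). With 1 FPKM added to both groups, the log2 fold change was 0.76 in LacZ mice, 0.39 in HDAC4 wt mice and 0.03 in HDAC4 3SA mice. All 6 values lie below 1 FPKM, and without counts the precision of the saline values is unknown.

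**Figure D2:**
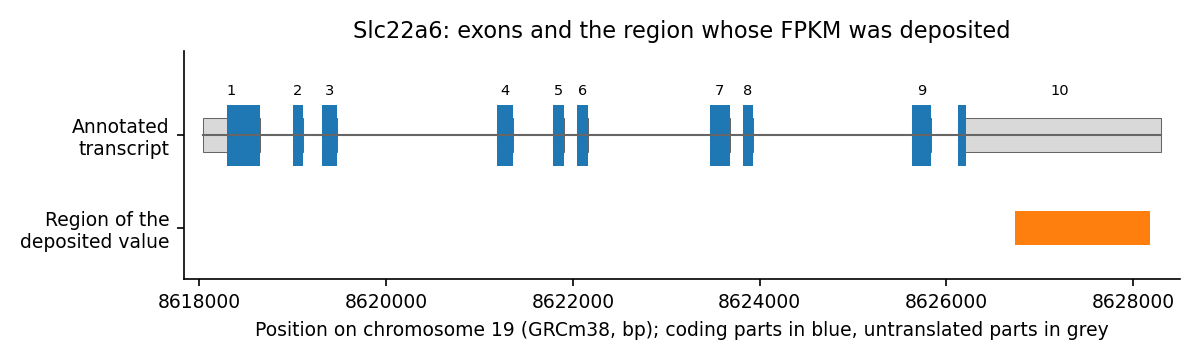
Map of Slc22a6 on chromosome 19 (GRCm38, position in bp), with the 10 numbered exons of the annotated transcript (coding parts in blue, untranslated parts in grey) and, in orange, the locus whose FPKM values the tables hold. The locus lies in the untranslated part of exon 10.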

OAT1, which is primarily expressed in the kidney, has also been found in the CNS and is known to mediate the transport of diverse low molecular weight endogenous and exogenous substrates, including steroids, hormones, neurotransmitters, numerous drugs, and xenobiotics^24,44^. However, a detailed understanding of its function in the nervous system is still lacking. In agreement with our data showing increased mRNA levels of *Slc22a6* after intraplantar CFA injection (Fig. 3e, f), immunoblot analysis of dorsal spinal cord (L3–5) tissue of mice injected with CFA 0.5, 2, 6, or 24 h prior to harvest showed a significant increase in OAT1 protein levels at 24 h (Fig. 4a, b). Immunohistochemical analyses confirmed that OAT1 expression increased in the dorsal horn (Fig. 4c, d). Further, co-localization analysis showed that the numbers of OAT1-positive neurons, but not the numbers of OAT1-positive non-neuronal cells were increased 24 h after CFA injection, indicating that the induction of OAT1 in persistent inflammatory nociception takes place primarily in neurons (Fig. 4e–g). This conclusion was further validated by immunohistochemical analysis showing no readily detectable OAT1 in astrocytes and microglia in the dorsal horn (Supplementary Fig. 4). As was the case for HDAC4 nucleus-to-cytoplasm translocation, expression levels of OAT1 in the ipsilateral dorsal spinal cord of mice subjected to the SNI model of neuropathic pain did not change relative to the contralateral side (Fig. 4h), suggesting that, like HDAC4 localization, OAT1 expression might be modulated differentially in distinct pain states. In keeping with our RNAseq analysis, immunohistochemical analyses of the spinal dorsal horn from mice intra-spinally injected with rAAV-LacZ, -HDAC4 wt, or -HDAC4 3SA showed that nuclear HDAC4 prevented the CFA-triggered induction of OAT1 (Fig. 4i). As OAT1 expression in the kidney differs between male and female rodents^45^, and the bulk of our analyses thus far were carried out in male mice, we sought out to determine whether an HDAC4-dependent regulation of OAT1 would also take place in female mice. We found that 24 h after CFA delivery, nuclear levels of HDAC4 in dorsal horn neurons of adult female mice were reduced in a manner similar to what we previously detected for male mice (Fig. 4j). Further, relative to saline-injected controls, female mice that received a CFA injection exhibited an induction of OAT1 expression in the dorsal horn (Fig. 4k). Finally, in agreement with the observations we made using male mice (Fig. 2), dorsal spinal expression of HDAC4 3SA in female mice prevented the CFA-mediated induction of both mechanical hypersensitivity (Fig. 4l) and OAT1 expression (Fig. 4m). Thus, persistent inflammatory nociceptive activity, by promoting the exclusion of HDAC4 from the nucleus, derepresses the expression of OAT1 in spinal dorsal horn neurons in both male and female mice.

**Fig. 4:**
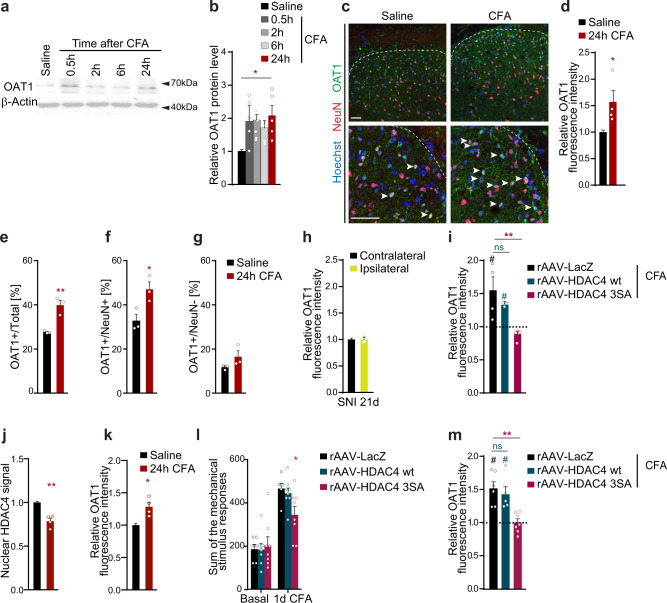
Activity of the HDAC4 target OAT1 in the spinal cord mediates mechanical hypersensitivity. **a** Immunoblots of OAT1 and β-Actin from dorsal spinal cord segments L3–5. **b** Relative protein levels of OAT1 and β-Actin normalized to values from saline-injected control mice (*n* = 5). **c** Representative images of dorsal horn sections of spinal segments L3–5 of mice 24 h after injection, OAT1 (green), NeuN (red, neuronal marker), Hoechst (blue, nuclear marker). Lower panels are a higher magnification. Arrows indicate OAT1-positive and NeuN positive cells. Scale bars are 40 µm. **d** Relative OAT1 immunofluorescence intensity in dorsal horn following injections as in (**c**) (*n* = 4). **e**–**g** Co-localization analysis of OAT1-positive cells in the dorsal horn following injections 24 h earlier. Graph represents the percentage of OAT1-positive cells within the total cell population (**e**, Hoechst-positive), within the neuronal population (**f**, NeuN-positive), and within non-neuronal cells (**g**, NeuN-negative) (*n* = 3). **h** Relative OAT1 immunofluorescence intensity in dorsal horn 21 days after SNI, normalized to the contralateral side (*n* = 3). **i** Relative OAT1 immunofluorescence intensity in dorsal horn laminae I–V of mice intra-spinally injected as indicated, followed by intraplantar injections of CFA or saline for 24 h (LacZ, HDAC4 3SA *n* = 4; HDAC4 wt *n* = 3). **j**, **k** Relative fluorescence intensities of the nuclear HDAC4 (**j**) and OAT1 (**k**) signal in neurons of the dorsal horn from female mice, following intraplantar injections of CFA or saline for 24 h, normalised to contralateral (saline) sides (*n* = 4). **l** Mechanical sensitivity of female mice intra-spinally injected as indicated, followed by unilateral intraplantar injections of CFA or saline for 24 h (**l**, **m**; LacZ = 7; HDAC4 wt *n* = 6; HDAC4 3SA *n* = 8). **m** Relative OAT1 immunofluorescence intensity in dorsal horn laminae I–V of female mice intra-spinally injected as in (**l**), followed by intraplantar injections of CFA or saline for 24 h prior to tissue harvest (*n* = 5–7). Statistically significant differences were determined by two-tailed Student’s *t*-test (**d**–**h**, **j**, **k**), one-way ANOVA followed by Dunnett’s post hoc test (**b**, F_(4,20)_ = 4.281, **m**, F_(2, 15)_ = 10.567), or two-way ANOVA followed by Dunnett’s post hoc test (**i**, F_(2,8)_ = 9.016; **l**, F_(2, 19)_ = 1.087). **p < 0.01; ^#^, *p < 0.05. Asterisks (*) refer to statistical comparisons between conditions and hashtags (^#^) to comparisons relative to basal values within each condition. Each point represents the mean value derived from one mouse. Graphs represent mean + SEM. See also Supplementary Fig. 4.

To test the functional implications of this finding, we initially used an acute approach involving the intrathecal delivery of siRNAs targeting *Slc22a6* (siOat1) to achieve knockdown of OAT1 in the dorsal spinal cord (Fig. 5a). The efficacy of siRNA treatment for reducing *Slc22a6* expression in the spinal dorsal horn in vivo was confirmed (Supplementary Fig. 5a). Mice that received intrathecal siOat1 treatment showed significantly reduced CFA-triggered mechanical hypersensitivity and allodynia 6 h and 24 h after CFA injection, but exhibited no change in basal sensitivity or thermal hyperalgesia (Fig. 5b–d; Supplementary Fig. 5b, c). Mechanical sensitivity in the uninflamed saline-treated contralateral hindpaw also did not change following delivery of siOat1 (Supplementary Fig. 5d).

**Fig. 5:**
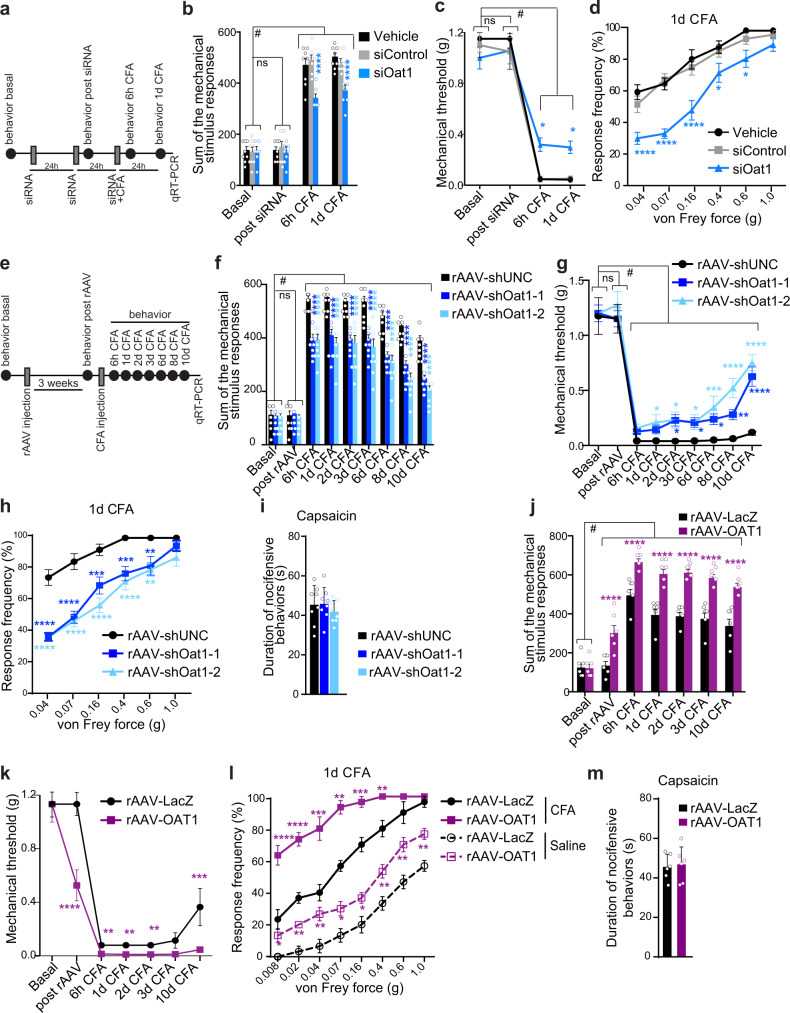
OAT1 is a functional mediator of inflammatory hypersensitivity. **a** Timeframe of the experiment. **b** Sum of the stimulus-evoked responses to von Frey filaments. **c** 40% response threshold to mechanical force via von Frey filaments. **d** Stimulus intensity-response frequency curve for plantar von Frey mechanical stimulation 24 h after intraplantar CFA and final intrathecal siRNA injection (**b**–**d**, vehicle, siControl *n* = 8; siOat1 *n* = 7). **e** Timeframe of the experiment and **f** mechanical sensitivity following intraplantar CFA injection, represented as the average sum of the von Frey stimulus responses. **g** 40% response threshold to mechanical force via von Frey filaments. **h** Stimulus intensity-response frequency curve for plantar von Frey mechanical stimulation 24 h post intraplantar CFA (**f**–**h**, *n* = 8). **i** Cumulative durations of acute nocifensive behaviors evoked by intraplantar injection of capsaicin for mice intra-spinally injected as indicated (*n* = 8). **j** Mechanical hypersensitivity represented as the average sum of the von Frey stimulus responses. **k** 40% response threshold to mechanical force via von Frey filaments. **l** Stimulus intensity-response frequency curve for plantar von Frey mechanical stimulation 24 h after intraplantar CFA injection (**j**–**l**, *n* = 6). **m** Cumulative durations of acute nocifensive behaviors evoked by intraplantar injection of capsaicin for mice intra-spinally injected as indicated (*n* = 6). Statistically significant differences were determined by two-way ANOVA with repeated measures followed by Dunnett’s post hoc test (**b**, F_(3,60)_ = 461.2 F_(2,20)_ = 8.555; **c**, F_(3,60)_ = 177.7 F_(2,20)_ = 1.372; **d**, F_(5,100)_ = 98.07 F_(2,20)_ = 16.98; **f**, F_(8,168)_ = 429.9 F _(2,21)_ = 33.16; **g**, F_(8,168)_ = 152.3 F_(2,21)_ = 9.775; **h**, F_(5,105)_ = 103.7 F_(2,21)_ = 24.95); one-way ANOVA followed by Tukey’s post hoc test (**i**, F_(2,21)_ = 0.5614); two-way ANOVA with repeated measures followed by Dunnett’s post hoc test and multiple *t*-test with Holm-Sidak correction (**j**, F_(6,60)_ = 241.1 F_(1,10)_ = 34.17; **k**, F_(6,60)_ = 88.36 F_(1,10)_ = 6.260; **l**, F_(7, 140)_ = 168.6 F_(3, 20)_ = 92.58); or **m**, two-tailed Student’s *t*-test. ****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ^#^*p* < 0.0001. Asterisks (*) refer to statistical comparisons between conditions and hashtags (^#^) to comparisons relative to basal values in each condition. In bar graphs, each point represents the mean value derived from one independent mouse. Graphs represent mean ± SEM. See also Supplementary Figs. 5 and 6.

Next, to achieve longer-lasting and spatially restricted reduction of OAT1 expression in the spinal cord dorsal horn, we generated rAAV vectors containing DNA sequences encoding short hairpin RNAs (shRNAs) designed to target two different regions of the *Slc22a6* mRNA sequence (rAAV-shOat1-1 and -shOat1-2). We verified their efficiency for reducing *Slc22a6*/OAT1 mRNA and protein levels in cultured neurons (Supplementary Fig. 5e, f). Bilateral intraspinal delivery of either rAAV-shOat1-1 or rAAV-shOat1-2 three weeks prior to intraplantar CFA injection (Fig. 5e) significantly attenuated CFA-induced mechanical hypersensitivity and allodynia compared to mice intra-spinally injected with a control rAAV encoding an shRNA not targeting any gene (rAAV-shUNC; Fig. 5f–h; Supplementary Fig. 5g). Neither basal sensitivity nor thermal hypersensitivity (Fig. 5f, g; Supplementary Fig. 5g, h), nor sensitivity in the uninflamed contralateral side (Supplementary Fig. 5i), nor capsaicin-induced acute inflammatory nocifensive behaviors (Fig. 5i) were affected by rAAV-shOat1 delivery. At the end of the behavioral experiments, we confirmed the in vivo knockdown of OAT1 expression (*Scl22a6*, Supplementary Fig. 5j–l).

To understand whether, conversely, elevated levels of OAT1 in the spinal dorsal horn could be sufficient to increase sensitivity and exacerbate inflammatory nociceptive sensitivity, we overexpressed OAT1 in the dorsal horn of adult mice via rAAVs (rAAV-OAT1). As a control, we injected rAAV-LacZ. We verified in cultured neurons and in the dorsal horns of injected mice the correct expression of transgenes (Supplementary Fig. 6a–d). Compared to LacZ-overexpressing controls, and similar to what we had observed in uninfected mice that received an intraplantar CFA injection (Supplementary Fig. 2l, m), overexpression of OAT1 in the dorsal spinal cord significantly decreased IkBα levels (Supplementary Fig. 6d, e). Three weeks after bilateral intraspinal rAAV delivery (Fig. 5e), basal mechanical sensitivity was significantly increased in OAT1-overexpressing mice compared to control mice expressing LacZ (Fig. 5j, k; Supplementary Fig. 6f). Further, in the CFA-model, mice intra-spinally injected with rAAV-OAT1 developed consistently more intense mechanical hyperalgesia and allodynia than controls in both CFA-treated (ipsilateral) and saline-treated (contralateral) paws (Fig. 5j–l; Supplementary Fig. 6g, h). In contrast, capsaicin-induced acute nocifensive behavior was not affected by OAT1 overexpression (Fig. 5m). Taken together, these experiments indicate that alterations in OAT1 expression in spinal cord dorsal horn neurons can significantly influence the development of nociceptive hypersensitivity, and as such provide a mechanistic molecular link between epigenetic modulation of gene expression and persistent inflammatory sensitization.

### Pharmacological inhibition of OAT1 reduces established long-lasting inflammatory hypersensitivity

To explore the translational potential of our findings, we searched for FDA-approved inhibitors of OAT1 activity and found that the uricosuric drug Probenecid (PBN) is, at present, the sole OAT1 inhibitor suitable for clinical use (https://transportal.compbio.ucsf.edu/transporters/SLC22A6/#inhib). PBN is largely used in clinical practice for the treatment of gout and hyperuricemia^24,46^. In terms of specificity, the IC50 of PBN for OAT1 is reported to be at least one order of magnitude smaller than for other potential targets^47,48^. We delivered PBN or vehicle intrathecally to preferentially target OAT1 in the nervous system of inflamed mice. Compared to vehicle-treated inflamed mice, mice treated with PBN displayed significantly reduced CFA-triggered mechanical allodynia up to 24 h after a single intrathecal dose (Fig. 6a–c). PBN had no influence on basal mechanical responses or on the development of CFA-induced thermal hyperalgesia (Fig. 6d). Thus, PBN inhibits the development of CFA-triggered mechanical hypersensitivity but does not affect basal sensitivity.

**Fig. 6:**
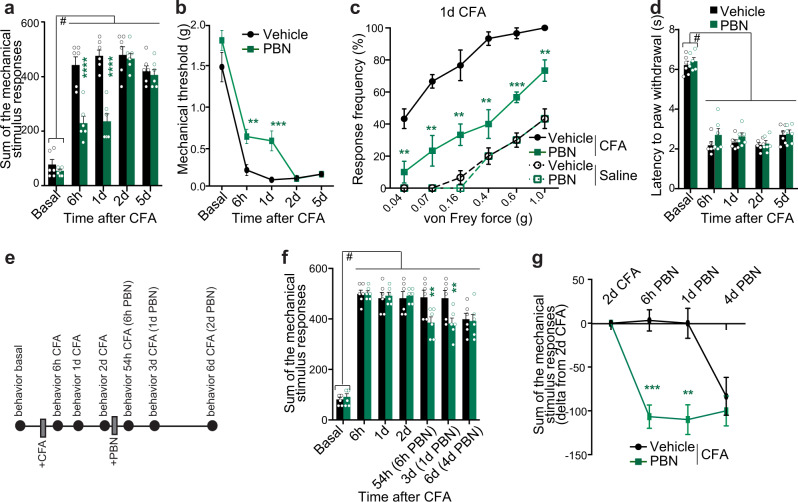
Inhibition of OAT1 reduces inflammatory hypersensitivity. **a** Mechanical sensitivity following intraplantar CFA injection, represented as the sum of stimulus-evoked responses to von Frey filaments. **b** 40% response threshold to mechanical force via von Frey filaments. **c** Stimulus intensity-response frequency curve for plantar von Frey mechanical stimulation for the same cohort of mice shown in (**a**, **b**) 24 h after intraplantar CFA injection. **d** Paw withdrawal latency to a radiant heat light source for all filaments (**a**–**d**, *n* = 6). **e** Timeframe of the experiment. **f** Sum of the stimulus-evoked responses to von Frey filaments at the indicated timepoints for mice that received intrathecal injection of probenecid (PBN) or vehicle two days after CFA delivery. **g** Sum of mechanical stimulus-evoked responses at the indicated timepoints for the same cohort of mice as in (**f**), calculated as the difference relative to values obtained on the day of intrathecal injection of PBN or vehicle. (**f**, **g**, *n* = 6). Statistically significant differences were determined by two-way ANOVA with repeated measures followed by Dunnett’s post hoc test for comparisons to basal values and multiple *t*-test with Holm-Sidak correction (**a**, F _(4,40)_ = 229.2 F _(1,10)_ = 14.48; **b**, F_(4,40)_ = 137.6 F_(1,10)_ = 9.686; **c**, F_(5,100)_ = 73.10 F_(3,20)_ = 82.41; **d**, F_(4,40)_ = 182.1 F_(1,10)_ = 2.408; **f**, F_(6,60)_ = 247.5 F_(1,10)_ = 1.062; **g**, F_(3,30)_ = 20.21 F_(1,10)_ = 17.16). ****p < 0.0001; ***p < 0.001; **p < 0.01; ^#^*p* < 0.0001. Asterisks (*) refer to statistical comparisons between conditions and hashtags (^#^) to comparisons relative to basal values in each condition. Graphs represent mean ± SEM.

Clinically, it is important to assess whether administration of PBN affects hypersensitivity after it has been fully established in inflammatory pain. We therefore delivered a single intrathecal dose of PBN two days after CFA injection (Fig. 6e) and observed that, within 6 h and lasting up to 24 h after PBN administration, mechanical hypersensitivity was significantly dampened (Fig. 6f, g). Taken together, our findings reveal OAT1 to be a key mediator of persistent inflammatory hypersensitivity and a promising target for pain-relieving therapies.

## Discussion

In this study, we show that persistent nociceptive activity specifically drives HDAC4 out of the nucleus of neurons in the spinal cord dorsal horn and we causally link the subcellular localization of HDAC4 to the establishment of inflammatory hypersensitivity and to the regulated expression of pain-relevant genes. We identify the transporter OAT1 as an HDAC4-regulated gene and show it to be a functional target in spinal nociceptive plasticity. We thus describe a role for OAT1 in spinal neurons as a modulator of pain, and we link both the expression and activity of OAT1 expression to hypersensitivity.

The nucleo-cytoplasmic shuttling of class IIa HDACs members HDAC4, -5, -7, and -9 is an activity-dependent process in pyramidal neurons^18,19^. Surprisingly, in spinal cord neurons we found the activity-dependent export of class IIa HDACs to be specific for HDAC4. Mechanistically, a possible explanation for the distinct HDAC4 nuclear exclusion might be that HDAC4 is, so far, the only class IIa HDAC identified that bears a specific CaMKII-docking site and is phosphorylated by CDKL5^49^. Interestingly, both kinases have been associated with chronic pain states^50,51^. As such, they represent interesting putative signals that might drive specifically HDAC4 and no other class IIa HDACs out of the nucleus of dorsal horn neurons as observed in our study.

Accumulation of HDAC4 in the nucleus of neurons has been associated with several CNS disorders, including Alzheimer’s disease, stroke, Parkinson’s disease, retinal degeneration, and ataxia telangiectasia^52–55^. In contrast, our data show that under pathological pain conditions, HDAC4 in spinal cord neurons is preferentially confined to the cytosol. Therefore, what appears to be noxious in many neurodegenerative diseases, namely the nuclear localization of HDAC4, is seemingly beneficial in the context of chronic inflammatory pain for preventing the development of hypersensitivity. These observations can be reconciled if one considers that nuclear HDAC4 appears to oppose adaptations. Thus, in the case of physiological processes such as structural plasticity, survival, or memory formation—all of which require transcriptional flexibility—nuclear HDAC4 accumulation is harmful. By contrast, in the case of maladaptive phenomena such as addiction^56^ or pathological pain, nuclear HDAC4 accumulation might instead be advantageous.

Reduced acetylation of histone 3 has been previously linked to the nuclear accumulation of HDAC4^54,57^. In agreement with this finding, we found that the activity-dependent nuclear export of HDAC4 in spinal cord neurons inversely correlates with elevated histone 3 acetylation levels, and that histone 3 acetylation could be prevented by exogenous expression of a nuclear localized dominant active HDAC4 mutant. An involvement of acetylation and HDACs in the signaling machinery underpinning pain has been hypothesized based on the fact that histone deacetylase inhibitors (HDACi) have shown analgesic properties in models of chronic pain^58–60^. Some studies, however, have come to contradictory conclusions based on results in which pain sensitivity was either enhanced following HDACs inhibition or ameliorated by the inhibition of histone acetyl transferases, enzymes that mediate histone acetylation^61–63^. Thus, it is not yet clear whether treatments aimed at reducing or increasing histone acetylation are expected to ameliorate or exacerbate chronic pain^23^. An additional complicating factor in the potential use of HDACi for pain treatment is the fact that the employed HDACi are often far from being specific for one particular HDAC^64^. Their use thus causes—at best—a broad and non-specific inhibition of all HDACs belonging to one particular class or—most commonly—the inhibition of HDACs belonging to both classes I and II^58,64^. In such a scenario, it is virtually impossible to define the contribution of any single HDAC to pain chronicity and/or sensitivity. We took a different approach in this study. Driven by the input-dependent nature of some HDACs, we first characterized the impact of nociceptive activity on HDACs expression and subcellular localization, and identified HDAC4 as distinctively responsive in that it translocates from the nucleus to the cytoplasm in response to synaptic activity in primary spinal cord neurons or subsequent to the induction of peripheral inflammation in vivo. We then proceeded to specifically manipulate the relevant aspect—the subcellular localization—of this particular HDAC and thus verify its functional relevance for persistent nociceptive inflammatory hypersensitivity. Thus, although we cannot exclude the possibility that the activity of other HDACs might contribute to pathological signaling in chronic pain, we believe that nucleocytoplasmic translocation of HDAC4 plays a unique role in persistent inflammatory pain and that the specific modulation of its activity might be beneficial in pain therapy.

By preventing the nociceptive activity-dependent nuclear exclusion of HDAC4 specifically in spinal cord dorsal horn neurons, we were able to interfere with the development of the mechanical hypersensitivity that accompanies long-lasting inflammation. The development of thermal sensitivity was, however, not affected by this manipulation. Another study showed, by contrast, that the conditional knockout of HDAC4 in primary sensory neurons of mice affects peripheral sensitization and thermal hypersensitivity in the CFA model^20^. Therefore, a multi-faceted scenario involving HDAC4 in both the peripheral and central pain pathways is emerging. In peripheral sensory neurons, HDAC4 seems to promote the aspects of sensitization that are associated with thermal hypersensitivity, while centrally, in spinal cord neurons, its activity prevents development of mechanical hypersensitivity. The reasons for this dualistic behavior are most likely to be found in the genes controlled by HDAC4 that could differ between these compartments. Indeed, future comparative studies are needed to clarify this aspect of HDAC4’s involvement in chronic pain. Notably, the differential effect of a given molecular signal such as HDAC4 on thermal or mechanical hypersensitivity is not an uncommon observation. Indeed, the literature offers plenty of examples showing a differential influence of specific signaling pathways on thermal and mechanical sensitivity in inflammatory pain^6,65–67^, consistent with the idea that thermal and mechanical sensitization are modulated via the recruitment of distinct circuits or molecular signaling cascades.

In our study, we identified an HDAC4-regulated gene transcription program in inflammatory hypersensitivity that included several upregulated genes. This finding might seem surprising, as HDACs have traditionally been associated with the repression of transcription. HDAC4, however, has an extremely heterogeneous network of interacting proteins in both the cytosol and the nucleus, and appears to both induce and repress gene transcription^68^. Gene Ontology (GO) analysis of the differentially expressed genes (DEGs) after CFA delivery identified “glycine transport” in addition to the expected terms indicative of inflammatory responses. Surprisingly, the expression of Glyt1 (*Slc6a9*) or Glyt2 (*Slc6a5*), which are considered the main effectors in glycine transport, was left unchanged after CFA delivery. However, CFA significantly induced the expression of *Slc6a20a, Slc36a2*, and *Slc38a5*, which are listed under the GO term “glycine transport” but whose transport activity of glycine or other amino acids (i.e., proline, glutamine) is not fully characterized^22,23^.

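Slc6a9, on chromosome 4 from 117835037 to 117883645, had 94.1 FPKM after saline and 95.1 FPKM after CFA in LacZ mice, a ratio of 1.01. The ratio was 1.13 in HDAC4 wt mice and 0.978 in HDAC4 3SA mice. Slc6a5, on chromosome 7 from 49909897 to 49963926, had 95.2 and 85.9 FPKM in LacZ mice, a ratio of 0.902, and ratios of 1.01 and 0.779 in HDAC4 wt and HDAC4 3SA mice. The q of both genes was between 0.998 and 1.00 in the authors' deposited tables. The tables give no spread between mice, so small changes cannot be excluded.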

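In LacZ mice, Slc6a20a went from 2.55 to 4.65 FPKM after CFA (1.82-fold), Slc36a2 from 3.85 to 6.96 FPKM (1.81-fold) and Slc38a5 from 3.07 to 6.55 FPKM (2.13-fold). Each has a q of 0.0151, the smallest in the authors' deposited table for LacZ. None of them is a DEG in the other vectors. Slc6a20a changed 1.09-fold in HDAC4 wt and 1.13-fold in HDAC4 3SA mice, Slc36a2 0.988- and 0.593-fold, and Slc38a5 1.70- and 1.51-fold. The difference of the log2 fold changes between HDAC4 3SA and LacZ mice was -1.61 for Slc36a2 (standard error 0.51), -0.69 for Slc6a20a (standard error 0.55) and -0.50 for Slc38a5 (standard error 0.51), and none passed an adjusted threshold of 0.05. With the standard error implied by the deposited p Slc36a2 did pass it, so the call depends on the standard error.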

Among the identified genes regulated by HDAC4 we found OAT1 (*Slc22a6)*. CFA triggered the upregulation of OAT1 in dorsal horn neurons. The identity of the non-neuronal cells expressing OAT1 also at basal levels remains an open question. The mechanisms governing *Slc22a6* transcription are largely unknown. Of note, putative binding sites for myocyte enhancer factor-2 (MEF2) have been identified in the promoter region of human *SLC22A6*^69^ and might explain the role of HDAC4 in the modulation of its transcription. MEF2 negatively regulates gene transcription by recruiting HDAC4 and associated co-repressor complexes while nuclear export of HDAC4 promotes MEF2 interaction with p300, stimulating transcription^70,71^.

OAT1 is largely known for its classical role as a transporter of numerous molecules in renal tubular cells^24,72,73^. Although it has been detected in the brain, a clear role for OAT1 in physiological processes outside of the kidney has not yet been defined^44,74,75^. We describe that OAT1 expression in the spinal cord dorsal horn is induced in persistent inflammatory nociception and epigenetically regulated by HDAC4. Although HDAC4 modulates several genes, OAT1 downregulation in the CFA model appears to affect sensitization strongly. One likely explanation for the observed prominent effects of OAT1 manipulation is that, as OAT1 can transport multiple metabolites—and thereby affect many pathways—its altered expression might result in a cascade effect with consequences for many and varied signaling events. Nonetheless, although our results point to OAT1 as a prominent target of HDAC4, we cannot rule out the possibility that additional HDAC4 targets might play a role in sensitization.

OAT1 can transport prostaglandins and tryptophan metabolites^24,72,73^, implicating this transporter within the CNS as a potential player in inflammatory and neuromodulatory processes. Our findings open up the exciting discussion as to which OAT1 substrates are mechanistically critical in spinal neurons for their role in sensitization. Although this remains to be systematically pursued in future studies, there are promising hints from the current literature. It has been suggested, for instance, that OAT1 mediates the transport of neuroactive metabolites away from the brain^44,76,77^. Several such substrates are linked to pain modulation, including prostaglandins (i.e., PGE2), but also tryptophan metabolites such as kynurenic acid (KYNA), and the serotonin metabolite 5-hydroxyindol acetate (5-HIAA)^78–82^. One substrate of OAT1 that has particular relevance for CNS function is KYNA, an endogenous antagonist of ionotropic glutamate receptors^83^. We hypothesize that OAT1 increases pain hypersensitivity via the modulation of inflammatory mediators like PGE2 and/or by promoting the clearance of KYNA from the spinal cord. In line with this thought, PBN, which inhibits the function of OAT1, amongst other targets, induces accumulation of KYNA within the CNS^84^ and has analgesic properties in inflammatory pain models^85^. Our data, however, additionally indicate that the peripheral inflammation-triggered increase in OAT1 expression in the dorsal horn activates NF-kB, thus supporting the idea that OAT1 participates in the clearance of inflammatory signaling molecules. This possibility remains, however, an open question and a dynamic field of study to pursue in the future.

Taken together, we show that HDAC4 and OAT1 are key mediators of activity-dependent plasticity in the spinal cord and represent exciting targets for the treatment of inflammatory pain. Given that drugs specifically modulating HDAC4 are under development and especially in light of the fact that OAT1 can be pharmacologically modulated by drugs that are already clinically available, our findings open the way for innovative therapeutic interventions in chronic pain states. One possible delivery strategy for existing OAT1 modulators such as PBN could rely on an intrathecal pain pump to minimize doses and systemic side effects. On the other hand, the development of specific activators of HDAC4 that might prevent the establishment of epigenetically-regulated transcriptional changes in inflammatory pain states and, as such, interfere with the multiple diverse consequences of altered HDAC4 signaling, could possibly provide a more comprehensive and effective therapy.

## Methods

### Experimental model and subject details

All animal procedures in this study were carried out in accordance with the ARRIVE guidelines and following approval by the local animal welfare committee (Regierungspräsidium, Karlsruhe, Germany; G3/19). Adult male or female C57BL/6N wild-type mice between 8 and 14 weeks of age (Charles River) were used throughout all in vivo experiments. For primary neuronal cultures, P0 C57BL/6N mice were used. Mice were housed in groups of maximally three animals in standard cages (15 cm × 21 cm × 13.5 cm) within approved animal facilities at Heidelberg University on a 12:12 h light:dark cycle and maintained at 45–65% humidity and 20–24 °C, and with ad libitum access to food and water. Housing conditions were constantly monitored.

### Recombinant adeno-associated virus production

Recombinant adeno-associated viruses (rAAVs) serotype 1/2 were packaged and purified as described^10^. In brief, HEK293 cells (Stratagene, Cat# 240073; RRID:CVCL_6871) were grown in high-glucose-containing (4.5 g/liter) Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies) supplemented with 10% fetal bovine serum and antibiotics. Before transfection by standard calcium phosphate precipitation, medium was replaced with modified Dulbecco medium (IMDM; Life Technologies) containing 5% fetal bovine serum and no antibiotics. After transfection cells were returned to DMEM. Cells were collected at low speed centrifugation, resuspended in 150 mM NaCl-20 mM Tris-HCl and lysed by 0.5% sodium deoxycholate. rAAVs were purified on heparin affinity columns (HiTrap Heparin HP; GE Healthcare) and concentrated via Amicon Ultra-4 centrifugal filter devices (Millipore).

### Plasmids

pAAV-LacZ, -HDAC4 wt, and -HDAC4 3SA plasmids and their respective rAAVs contain a Flag-tag at their C-terminal end and have been extensively characterized in vitro and in vivo for their specificity and efficacy^16,18^. Vectors used for shRNA-mediated knockdown contain a U6 promoter driving shRNA expression and an additional expression cassette encoding for GFP under the control of the CBA promoter (pAAV-shOat1-1, -shOat1-2, -shUNC). The following sequences, obtained from commercial siRNA targeting OAT1 (Qiagen) were used: CCCAGACAATTAAATAAATTT (shOat1-1), ATCCTAGTGAATGGCATAATA (shOat1-2). As a control, a non-targeting shRNA sequence was used (shUNC)^10^. cDNA encoding for OAT1 was subcloned into a pAAV expression construct under the CMV/CBA promoter followed by an HA-tag at the C-terminal end to achieve overexpression of OAT1 (pAAV-OAT1). The genetically encoded calcium indicator jRGECO1a was subcloned in a pAAV expression construct under the CaMKIIα promoter and followed by a nuclear localization signal to generate pAAV-jRGECO1a-NLS.

### Small interfering RNAs

A cocktail of four small interfering RNAs (siRNAs) targeting OAT1 (*Slc22a6*) or negative control siRNA (Qiagen) were intrathecally delivered using the in vivo-jetPEI^®^ transfection reagent (Polyplus transfection) according to the manufacturer’s instructions and established protocols^86^. siRNAs were intrathecally delivered once per day for three consecutive days. The following sequences were used: *Slc22a6*: AAGGAACTGACTCTAAACAAA (SI01420783), TCGGAAGGTGCTGATCTTGAA (SI01420790), ATCCTAGTGAATGGCATAATA (SI01420797), CCCAGACAATTAAATAAATTT (SI01420804), and, as a negative control, AATTCTCCGAACGTGTCACGT (1022076).

### In vivo delivery of rAAVs

Bilateral injection of rAAVs into the spinal parenchyma of adult mice allows for spatially- and temporally-restricted, stable gene transduction without causing persistent inflammation, tissue injury, or glial scar formation^6,10,87^. Mice were anesthetized with a mixture of fentanyl (50 µg/kg), midazolam (5 mg/kg), and medetomidine (0.5 mg/kg), and laminectomy was performed. Using a microprocessor-controlled minipump and a 35 gauge bevelled “NanoFil” needle (World Precision Instruments), 500 nl of a 2:1 mixture of rAAV stock with 20% mannitol were injected into the parenchyma of the spinal cord dorsal horn of the L3-L5 segments on each side (total of two injections per mouse) at a flow rate of 100 nl/min^6,10,87^. Anesthesia was reversed using a mixture of atipamezole (0.75 mg/kg), flumazenil (0.5 mg/kg), and naloxon (1.2 mg/kg), and the animals placed overnight on a heating plate set to 39 °C. Mice were allowed to recover for a minimum of 3 weeks after surgery before further analysis to allow for transgene expression. After experiments, mice were sacrificed, and correct delivery and expression or functionality of the injected rAAVs was assessed.

### Intrathecal injections

Intrathecal injections were performed as previously described^86^ and were used to deliver siRNAs (Qiagen) or probenecid (*p*-(di-*n*-propylsulfamyl) benzoic acid) (Sigma Aldrich). 50 mg probenecid were dissolved in a total volume of 5 ml solvent consisting of 3790 µl saline (0.9%), 850 µl Tris (1 M, pH 8.0), 150 µl NaOH (2 M), and 210 µl HCl (2 M) to yield a 10 µg/µl stock solution. 16 µg of probenecid was delivered to each mouse intrathecally. The amount of probenecid injected—adjusted for the mouse cerebrospinal fluid volume—was determined based on the literature^88^.

### Models of inflammatory pain

For the induction of long-lasting inflammatory pain, 20 µl of Complete Freund’s Adjuvant (CFA) (Sigma Aldrich) was subcutaneously injected into the plantar surface of one hindpaw^6,10^. Acute inflammatory pain was induced by injecting either 20 µl of 0.03% capsaicin (Tocris) or 1% formalin (Sigma Aldrich) solution in saline into the plantar surface of one hindpaw^6,10^. An equivalent volume of 0.9% saline was injected as control. All intraplantar injections were performed under inhalation anesthesia. Paw edema was verified via measurements of the paw width and thickness, obtained using a Micrometer Caliper (Fisher Scientific).

### Neuropathic pain model

The spared nerve injury (SNI) model for neuropathic pain involving ligation of the tibial and common peroneal branches of the sciatic nerve has been described in detail previously^89^. Briefly, animals were anesthetized with a mixture of fentanyl (0.5 mg/kg), medetomidine (0.5 mg/kg), and midazolam (5.0 mg/kg). Once immobile, an ~1 cm incision was made in the skin overlying the biceps femoris muscle. The muscle was then bluntly dissected to reveal the sural, tibial, and common peroneal branches of the sciatic nerve. The tibial and common peroneal branches were ligated using 5/0 suture, and a 1–2 mm section of both nerves peripheral to the ligature removed. The wound was subsequently closed with sutures, and xylocain spray applied as a local anesthetic. Anesthesia was reversed using a mixture of atipamezole (0.75 mg/kg), flumazenil (0.5 mg/kg), and naloxon (1.2 mg/kg), and the animals placed overnight on a heating plate set to 39 °C. Animals were sacrificed 21–26 days following SNI surgery.

### Behavioral tests and relative analyses

All behavioral tests were conducted by the same experimenter in awake and unrestrained mice during the light phase. Mice were acclimatized to the testing environment prior to behavioral measurements and on each day of testing. Baseline measures were obtained in separate sessions within one week prior to treatment. Mechanical sensitivity was assessed by measuring responses to paw pressure as previously described by applying a series of von Frey filaments (Ugo Basile, Aesthesio™) with ascending forces (0.008–2 g) to the plantar surface of the hindpaws. Each filament was applied five times to each paw in increasing order, starting with the filament producing the lowest force. To avoid repeated stimulus-induced sensitization, testing of both paws alternated between mice, and single paws were not re-stimulated before all other mice had been tested. Withdrawal frequency was calculated as a percentage of withdrawals out of the total number of applications for each von Frey filament. Sum of mechanical responses comprehensively represents data on response frequencies to graded 0.008–1.0 g von Frey hairs over the entire course of the behavioral experiment. Each filament was presented 5 times and in the case of 5 times withdrawal the percentage of responses to that filament would be 100%. The sum of percentage responses to 0.008–1.0 g von Frey forces was then calculated. The response frequency graphs are individual snapshots of sensitivity on the indicated day and depict the distinct percentage responses to the different filaments. Threshold was determined as the minimum von Frey force eliciting 40% of responses.

Thermal sensitivity was assessed according to the Hargreaves method using a plantar test analgesia meter (IITC Life Science)^6,10^. Following intraplantar capsaicin or formalin injections, mice were placed in an empty plexiglass chamber and the duration of all nocifensive behaviors, such as licking, shaking or flicking of the injected paw, were determined over a time period of 5 min after injection of capsaicin and over a time period of 60 min, divided into 5 min intervals, after formalin injection^6,10,37^.

### Neuronal cultures and treatments

Primary spinal cord and hippocampal cultures were plated and cultivated according to established protocols at 37 °C and 5% CO_2_^10,16,90^. Cultured neurons were transfected with 0.3 µg/ml plasmid encoding for pAAV-LacZ, -HDAC4 wt or HDAC4 3SA on day in vitro (DIV) 8 using Lipofectamine 2000 (Invitrogen) as described^16,90,91^. Cell death rates of cultured spinal cord neurons transfected LacZ, HDAC4 wt or HDAC4 3SA were determined by manually counting the number of collapsed or disintegrated nuclei of transfected neurons and dividing by the total number of transfected cells^91^. Primary cultured neurons were infected with rAAVs on DIV3 and maintained at 37 °C and 5% CO_2_ until analyses on DIV13/14. Cultured spinal cord neurons were treated with 50 µM bicuculline (Bic) to induce synaptic activity on DIV13/14 for 0.5 h, 2 h, or 8 h. Control cells were treated with vehicle only.

### Calcium imaging

Nuclear calcium imaging was performed on DIV10 for primary spinal cord neurons infected with rAAV-jRGECO1a-NLS in a HEPES-buffered saline solution (HBS) containing, in mM: 140 NaCl, 2.5 KCl, 1.0 MgCl_2_, 2.0 CaCl_2_, 10 HEPES, 1.0 glycine, 35.6 D-glucose, and 0.5 Na-pyruvate. Fluorescence images were acquired from cells bathed in room-temperature HBS at 2.0 Hz with a cooled CCD camera (ImagEMX2, Hamamatsu) through a ×20 water-immersion objective (XLMPlanFluor, 0.95W, Olympus) on an upright microscope (BX51W1, Olympus). Fluorescence excitation (570 ± 10 nm; AHF Analysentechnik) was provided by an LED light source (CoolLED pE-4000). jRGECO1a fluorescence was filtered using a 620 ± 30 nm emission filter (AHF Analysentechnik). Data were collected using proprietary software (VisiView, Visitron Systems), and analyzed using Fiji and IgorPro (WaveMetrics). Calcium signals in regions of interest drawn around individual nuclei were quantified as the baseline intensity-normalized change in fluorescence over time, ΔF/F = (F−F_baseline_)/F_baseline_. Responses to the GABA_A_ receptor antagonist Bic (50 μM) were quantified in terms of the peak amplitude of the first transient and the mean inter-peak interval during the first five minutes following the start of Bic stimulation.

### QRT-PCR

Total RNA was extracted from the dorsal part of the spinal cord or cultured neurons using an RNeasy Mini Kit (Qiagen), including optional DNase I treatment at room temperature for 15 min according to manufacturer’s instructions^91,92^. Extracted RNA was reverse transcribed into first strand cDNA and quantitative reverse transcription PCR (QRT-PCR) was performed on a StepOne Plus real-time PCR system using TaqMan® gene expression assays (Applied Biosystems) for the following genes: *Gusb* (Mm00446953_m1), *Gapdh* (Mm99999915_g1), *Ptgs2* (Mm00478374_m1), *Slc22a6* (Mm00456258_m1), *Slc26a7* (Mm00524162_m1), *Prx* (Mm00479826_m1), *H19* (Mm01156721_g1), *Msln* (Mm00450770_m1), *Nov* (Mm00456855_m1) and *C1qc* (Mm00776126_m1). Expression of target genes was normalized against the expression of endogenous *Gusb* and *Gapdh* using StepOne software.

### RNA sequencing analysis

Total RNA was isolated from the dorsal spinal cord tissue (L3–L5) of three individual mice per experimental condition. 0.3 μg of total RNA from each sample was used for RNAseq analysis. Integrity tests of RNA samples and differential gene expression analysis were performed by GATC Biotech (Inview Transcriptome Discover, GATC Biotech AG, Constance, Germany). Briefly, a strand-specific cDNA library was generated by purification and fragmentation of poly-A containing mRNA molecules, synthesis of strand-specific cDNA with random primers, adapter ligating on the cDNA and adapter-specific PCR amplification. Sequencing was performed with a Genome Sequencer Illumina HiSeq 4000 using 50 bp single end reads in FastQ format with at least 30 million reads (±3%). Gene expression was analyzed using the Bowtie, TopHat, Cufflinks, Cuffmerge, Cuffdiff software suite^93–95^. Mus musculus, mm10/GRCm38, Ensembl reference genome was used for transcript alignment. Genes were annotated using the v85 Ensembl database as reference. The cut-off for determining significantly differentially expressed genes (DEGs) was set to *p*_adjusted_ < 0.05 (false discovery rate adjusted *p*-value). Genes significantly regulated by CFA inflammation over the naïve state in saline injected mice, expressing either LacZ, HDAC4 wt or HDAC4 3SA, were considered upregulated with a log2 fold change > 0.5 and downregulated with a log2 fold change < −0.5. Gene ontology analysis of up- or downregulated DEGs in LacZ-expressing mice subjected to CFA or saline injection was performed using the PANTHER overrepresentation test (released 2020-04-07) and database (released 2020-02-21)^96^. Fisher’s exact test with false discovery rate (FDR) correction was chosen and the background database was restricted to the pool of genes annotated in our RNA sequencing analysis. Data are available on GEO: GSE159895.

### Immunocytochemistry and quantification

Cells were fixed for 20 min at room temperature (RT) with 4% paraformaldehyde and 4% sucrose in PBS (pH 7.4). Cells were washed three times with PBS and subsequently incubated for 3 h with primary antibodies (rabbit anti-AcH3 1:200 (Cell Signaling Cat# 9649), mouse anti-Flag 1:200 (Sigma Aldrich Cat# F3165 clone M2), rabbit anti-HA 1:200 (Santa Cruz Cat# sc-805), rabbit anti-HDAC1 1:200 (Thermo Scientific Cat# PA1-860), rabbit anti-HDAC3 1:200 (Cell Signaling Cat# 2632), rabbit anti-HDAC4 1:200 (Cell Signaling Cat# 7628), rabbit anti-HDAC5 1:200 (Cell Signaling Cat# 20458), rabbit anti-HDAC7 1:200 (Sigma Aldrich Cat# H2662), rabbit anti-HDAC9 1:200 (Abcam Cat# ab18970), rabbit anti-HDAC10 1:200 (Abcam Cat# ab53096), rabbit anti-HDAC11 1:200 (Abcam Cat# ab18973), mouse anti-NeuN 1:500 (Merck Cat# MAB377 clone 147714), rabbit anti-OAT1 1:200 (Abcam Cat# ab135924)) and for 1 h with appropriate secondary antibodies (1:400; goat-anti-rabbit IgG (H + L) Alexa Fluor 488 (Life Technologies Cat# A11008); goat-anti-mouse IgG (H + L) Alexa Fluor 594 (Life Technologies Cat# A11005)). All antibodies were diluted in GDB (0.1% gelatin, 0.3% Triton X-100, 15 mM Na_2_HPO_4_, 400 mM NaCl). Nuclei were visualized using Hoechst 33258 (2 µg/ml in 1x PBS). For analysis, up to eight random pictures from each condition were acquired using a Nikon Ni-E upright fluorescence microscope (NIS-Elements Software) or a Leica DM IRBE inverted fluorescence microscope with a ×40 objective. Intensity of nuclear fluorescence was measured in ImageJ using the Hoechst channel to define the nuclei as a region of interest in NeuN-positive cells. Measured intensity values were normalized to those obtained from vehicle-treated controls.

### Immunohistochemistry and quantification

Mice were transcardially perfused with PBS followed by 10% formalin (Sigma Aldrich). Spinal cords and dorsal root ganglia (DRG) were isolated and post-fixed for 2 h in 10% formalin. Cryosections (20 µm) of the lumbar spinal cord segments L3–L5 and respective DRGs were mounted on Superfrost Plus Adhesion Microscope Slides™ (Thermo Scientific). Sections were blocked and permeabilized in blocking solution containing 10% normal goat serum or normal donkey serum in 0.2% gelatin, 0.6% Triton X-100, 30 mM Na_2_HPO_4_, 800 mM NaCl and incubated with primary antibodies (rabbit anti-AcH3 1:1000, mouse anti-Flag 1:200, rabbit anti-HA 1:200, rabbit anti-HDAC1 1:200, rabbit anti-HDAC4 1:500, rabbit anti-HDAC7 1:200, rabbit anti-HDAC9 1:500, mouse anti-NeuN 1:1000, rabbit anti-OAT1 1:500, rabbit anti-cFos 1:1000 (Santa Cruz Cat# sc-52)) diluted in blocking solution overnight at 4 °C, and for 1.5 h at RT with secondary antibodies diluted 1:1000 in blocking solution. Slides were washed and incubated with 0.1% Sudan Black B (Sigma Aldrich) in 70% ethanol for 10 min at RT to reduce autofluorescence. For analysis, up to ten images of the dorsal horn area were acquired per condition using a Leica DM IRBE inverted fluorescence microscope with a ×20 objective. Intensity of nuclear fluorescence within neurons of the dorsal horn was measured in ImageJ using the Hoechst and NeuN channel to define the nuclei of neuronal cells as regions of interest. Intensity values were normalized to those from saline-injected controls. High-resolution images were acquired using a confocal laser microscope (Leica).

### Western blot analyses

Spinal cords were quickly isolated and fresh tissue was rinsed in cold PBS before the dorsal part of lumbar spinal cord segments L3–5 was dissected and homogenized in RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.57% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8, 1× Complete™ protease inhibitor cocktail (Roche)). Primary spinal cord cultures were lysed directly in sample buffer containing 30% glycerol, 4% SDS, 160 mM Tris-HCl, pH 6.8, and 0.02% bromophenol blue. For SDS-PAGE, 25 µg of spinal cord protein samples or 20 µl of primary culture lysates were used. Standard protocols for western blot were used. Relative protein content was normalized to loading controls. Images were generated using a Chemidoc Imaging system (Biorad). Antibodies used were: rabbit anti-AcH3 1:2000, rabbit anti-H3 1:4000 (Sigma Aldrich Cat# 06-755), mouse anti-Flag 1:500, rabbit anti-HA 1:1000, rabbit anti-HDAC1 1:2000, rabbit anti-HDAC4 1:6000, rabbit anti-HDAC6 1:1000 (Abcam Cat# ab1440), rabbit anti-HDAC7 1:2000, rabbit anti-HDAC9 1:4000, rabbit anti-OAT1 1:2000, rabbit anti-cFos 1:2000 (Santa Cruz Cat# sc-52), mouse anti-β-Actin 1:2000 (Santa Cruz Cat# sc-47778 clone C4), mouse anti-tubulin 1:400,000 (Merck Millipore Cat# T9026 clone DM1A), Goat anti-mouse IgG (H + L) Peroxidase 1:5000 (AffiniPure Jackson Immuno Research Cat# 115-035-003), Goat anti-rabbit IgG (H + L) 1:5000 Peroxidase (AffiniPure Jackson Immuno Research Cat# 111-035-144).

### Statistics and data analysis

Data are presented as mean ± SEM and were analyzed using Microsoft Excel, Fiji, ImageJ. Statistical analyses were performed using GraphPad Prism 7 (GraphPad Software, Inc.). All data were tested for normality distribution. Details on the statistical tests used are indicated in the respective figure legends. All mice or dishes of cultured neurons were randomly assigned to the different experimental groups. All analyses were performed by a person blind to the condition used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

Peer Review File

## Data Availability

RNAseq data generated in this study have been deposited and are available on GEO: GSE159895. All other data presented in this study are provided in the Source Data file associated with this paper. Source data are provided with this paper.

## Source data

Source data file

# Supplementary material for: Organic anion transporter 1 is an HDAC4-regulated mediator of nociceptive hypersensitivity in mice
**Source:** Nat Commun. 2022 Feb 15;13:875. doi: 10.1038/s41467-022-28357-x
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | StepOne Software 2.3; NIS-Elements AR 4.60; Leica Confocal Software Application Suite X version 3.5.7.23225; VisiView 5.0, Visitron Systems; ChemiDoc Imaging system; Illumina HiSeq - HiSeq Software Suite v3.4.0 for the HiSeq 4000                 |
| Data analysis   | Microsoft Excel 14.7.7; GraphPad Prism ; IgorPro 8.04; ImageJ 2.0.0-rc-69/1.52u; FIJI 2.3.0/1.53f; Bowtie 2.2.9, TopHat 2.0.14, Cufflinks 2.0.0, Cuffmerge, Cuffdiff 2.0.0.<br>Data analysis detailed information is provided in the Methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNAseq data generated in this study have been deposited and are available on GEO: GSE159895 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159895>).

All other data presented in this study are provided in the Source Data file associated with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size were determined according to the existing literature and own experience.<br>doi: 10.1007/s12035-019-01658-x<br>doi: 10.1177/1744806919827469<br>doi: 10.1074/jbc.RA117.001613<br>doi: 10.1074/jbc.M112.432773<br>doi: 10.1016/j.neuron.2012.10.037<br>doi: 10.1038/s41380-019-0491-4 |
| Data exclusions | All data were included in the analyses. Only animals which died during observation time or in surgery were excluded.<br>(CFA-induced thermal and mechanical sensitivity, gene expression LacZ, HDAC4, HDAC4 3SA; CFA-induced thermal and mechanical sensitivity siOat1)                          |
| Replication     | Each experiment was replicated in independent cohorts of animals (2-3 cohorts, exact N of animals indicated for each experiment) or independent primary cultures (minimum 3, exact n indicated for each experiment).                                                                             |
| Randomization   | Cultured neuronal dishes were randomly assigned to experimental groups.<br>Mice were randomly assigned to experimental groups. Every cohort or experiment included control and all relative conditions. The order of behavioral analysis was blinded and randomized.                             |
| Blinding        | Experiments were carried out by a scientist blinded to the tested conditions.                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-Ach3 Cell signaling Cat# 9649,<br>RRID: AB_823528<br>Rabbit anti-H3 Sigma Aldrich Cat# 06-755,<br>RRID: AB_2118461<br>Mouse anti-Flag Sigma Aldrich Cat# F3165, clone M2<br>RRID: AB_259529<br>Rabbit anti-HA Santa Cruz Cat# sc-805,<br>RRID: AB_631618<br>Rabbit anti-HDAC1 Thermo Fischer Scientific Cat# PA1-860,<br>RRID: AB_2118091<br>Rabbit anti-HDAC3 Cell signaling Cat# 2632,<br>RRID: AB_331545 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Rabbit anti-HDAC4 Cell signaling Cat# 7628,  
RRID: AB\_10860255  
Rabbit anti-HDAC5 Cell signaling Cat# 20458,  
RRID: AB\_2713973  
Rabbit anti-HDAC6 Abcam Cat# ab1440,  
RRID: AB\_2232905  
Rabbit anti-HDAC7 Sigma Aldrich Cat# H2662,  
RRID: AB\_477055  
Rabbit anti-HDAC9 Abcam Cat# ab18970,  
RRID: AB\_470285  
Rabbit anti-HDAC10 Abcam Cat# ab53096,  
RRID: AB\_880349  
Rabbit anti-HDAC11 Abcam Cat# ab18973,  
RRID: AB\_2118240  
Mouse anti-NeuN Merck Millipore Cat# MAB377, clone 117724  
RRID: AB\_2298767  
Rabbit anti-OAT1 Abcam Cat# ab135924,  
RRID: N/A  
Rabbit anti-c-Fos Santa Cruz Cat# sc-52,  
RRID: AB\_2106783  
Mouse anti- $\beta$ -Actin Santa Cruz Cat# sc-47778, clone C4  
RRID: AB\_626632  
Mouse anti-Tubulin Merck Millipore Cat# T9026, clone DM1A  
RRID: AB\_477593  
Goat-anti-rabbit IgG (H+L) Alexa Fluor® 488 Thermo Fischer Scientific Cat# A11008,  
RRID: AB\_143165  
Goat-anti-mouse IgG (H+L) Alexa Fluor® 594 Thermo Fischer Scientific Cat# A11005,  
RRID: AB\_141372  
Goat anti-mouse IgG (H+L) Peroxidase AffiniPure Jackson Immuno Research Cat# 115-035-003,  
RRID: AB\_10015289  
Goat anti-rabbit IgG (H+L) Peroxidase AffiniPure Jackson Immuno Research Cat# 111-035-144,  
RRID: AB\_2307391

## Validation

Validations are available on the commercial pages of the purchased antibodies.

Rabbit anti-AcH3 Cell signaling Cat# 9649,  
<https://www.cellsignal.com/products/primary-antibodies/acetyl-histone-h3-lys9-c5b11-rabbit-mab/9649>  
Acetyl-Histone H3 (Lys9) (C5B11) Rabbit mAb detects endogenous levels of histone H3 only when acetylated on Lys9. This antibody does not cross-react with other acetylated histones. Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to the amino terminus of histone H3 in which Lys9 is acetylated.

Rabbit anti-H3 Sigma Aldrich Cat# 06-755,  
<https://www.sigmaaldrich.com/IT/it/product/mm/06755>  
Evaluated by Western Blotting in HeLa acid extract.  
Western Blotting Analysis: 0.5  $\mu$ g/mL of this antibody detected Histone H3 in 10  $\mu$ g of HeLa acid extract.

Mouse anti-Flag Sigma Aldrich Cat# F3165,  
<https://www.sigmaaldrich.com/IT/it/product/sigma/f3165>  
Anti Flag M2 antibody is used for the detection of Flag fusion proteins. This monoclonal antibody is produced in mouse and recognizes the FLAG sequence at the N-terminus, Met N-terminus, and C-terminus. The antibody is also able to recognize FLAG at an internal site. M2, unlike M1 antibody is not Calcium dependent.

Rabbit anti-HA Santa Cruz Cat# sc-805,  
<https://datasheets.scbt.com/sc-805.pdf>

Rabbit anti-HDAC1 Thermo Fischer Scientific Cat# PA1-860,  
<https://www.thermofisher.com/antibody/product/HDAC1-Antibody-Polyclonal/PA1-860>  
Antibody specificity was demonstrated by CRISPR-Cas9 mediated knockout of target protein. A loss of signal was observed for target protein in HDAC1 KO cell line compared to control cell line using Anti-HDAC1 Polyclonal Antibody

Rabbit anti-HDAC3 Cell signaling Cat# 2632,  
<https://www.cellsignal.com/products/primary-antibodies/histone-deacetylase-3-hdac3-antibody/2632>  
Histone Deacetylase 3 (HDAC3) Antibody detects endogenous levels of total HDAC3 protein. The antibody does not cross-react with other HDAC proteins. Polyclonal antibodies are produced by immunizing animals with a synthetic peptide corresponding to the carboxy-terminal sequence of human HDAC3. Antibodies are purified by protein A and peptide affinity chromatography.

Rabbit anti-HDAC4 Cell signaling Cat# 7628,  
[v https://www.cellsignal.com/products/primary-antibodies/hdac4-d15c3-rabbit-mab/7628?](https://www.cellsignal.com/products/primary-antibodies/hdac4-d15c3-rabbit-mab/7628?)

\_=1640598986383&Ntt=7628&tahead=true

Monoclonal antibody is produced by immunizing animals with a recombinant protein specific to the amino terminus of human HDAC4 protein.

Rabbit anti-HDAC5 Cell signaling Cat# 20458,

<https://www.cellsignal.com/products/primary-antibodies/hdac5-d1j7v-rabbit-mab/20458>

HDAC5 (D1J7V) Rabbit mAb recognizes endogenous levels of total HDAC5 protein. This antibody does not cross-react with other HDAC proteins, including HDAC4 and HDAC7. Monoclonal antibody is produced by immunizing animals with recombinant protein surrounding Leu445 of human HDAC5 protein.

Rabbit anti-HDAC6 Abcam Cat# ab1440,

<https://www.abcam.com/hdac6-antibody-ab1440.html>

The antibody detects ~134 kDa histone deacetylase 6. It does not cross-react with other HDAC proteins including HDAC1, 2, 3, 4, 5, 7, and 8.

Rabbit anti-HDAC7 Sigma Aldrich Cat# H2662,

<https://www.sigmaaldrich.com/IT/it/product/sigma/h2662?images=true&context=product>

Synthetic peptide corresponding to amino acids of human HDAC7, conjugated to KLH.

Rabbit anti-HDAC9 Abcam Cat# ab18970,

<https://www.labome.com/product/Abcam/ab18970.html>

Rabbit anti-HDAC10 Abcam Cat# ab53096,

<https://www.abcam.com/hdac10-antibody-ab53096.html>

Synthetic peptide within Human HDAC10 aa 8-53. The exact sequence is proprietary. ab53096 detects endogenous levels of total HDAC10 protein.

Rabbit anti-HDAC11 Abcam Cat# ab18973,

<https://www.abcam.com/hdac11hd11-antibody-ab18973.html>

Synthetic peptide corresponding to Human HDAC11/HD11. ab18973 recognises 39 kDa HDAC-11 of human and mouse origin. It also reacts with rat weakly

Mouse anti-NeuN Merck Millipore Cat# MAB377,

[https://www.merckmillipore.com/IT/it/product/Anti-NeuN-Antibody-clone-A60,MM\\_NF-MAB377?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/IT/it/product/Anti-NeuN-Antibody-clone-A60,MM_NF-MAB377?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

Anti-NeuN Antibody, detects level of NeuN and has been published and validated for use in FC, IC, IF, IH, IH(P), IP and WB.

Rabbit anti-OAT1 Abcam Cat# ab135924,

<https://www.abcam.com/slc22a6-antibody-ab135924.html>

Synthetic peptide derived from internal sequence of Human SLC22A6

Abpromise guarantee covers the use of ab135924 in the following tested applications: ICC, IF, WB

Rabbit anti-c-Fos Santa Cruz Cat# sc-52,

<https://www.scbt.com/p/c-fos-antibody-4>

epitope mapping at the N-terminus of c-Fos of human origin

Mouse anti-β-Actin Santa Cruz Cat# sc-47778,

<https://www.scbt.com/p/beta-actin-antibody-c4?requestFrom=search>

Anti-β-Actin Antibody (C4) is a mouse monoclonal IgG1 κ β-Actin antibody, cited in 11,294 publications, provided at 200 µg/ml raised against gizzard Actin of chicken origin

Anti-beta-Actin Antibody (C4) is recommended for detection of β-Actin of mouse, rat, human, avian, bovine, canine, porcine, rabbit, Dictyostelium discoideum and Physarum polycephalum origin by WB, IP, IF, IHC(P) and ELISA; may cross-react with all six known isoforms of Actin in higher vertebrates (including cytoplasmic β- and γ- Actin isoforms, skeletal, cardiac, and vascular α-Actin isoforms, and enteric γ-Actin isoform)

Mouse anti-Tubulin Merck Millipore Cat# T9026,

[https://www.sigmaaldrich.com/IT/it/product/sigma/t9026?gclid=Cj0KCQIA5aWOBhDMARIsAIXLkewfZuEfWZ7JwZxwnhot96j1pcHwT2aMEXUX-TIm\\_WVvK02F-oykNrOaAqZEEALw\\_wcB](https://www.sigmaaldrich.com/IT/it/product/sigma/t9026?gclid=Cj0KCQIA5aWOBhDMARIsAIXLkewfZuEfWZ7JwZxwnhot96j1pcHwT2aMEXUX-TIm_WVvK02F-oykNrOaAqZEEALw_wcB)

The antibody is specific for α-tubulin in immunoblotting assays and may be used for localization of α-tubulin in cultured cells or tissue sections. The antibody reacts best with chicken fibroblasts.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Adult male or female C57BL/6N wild-type mice between 8 and 14 weeks of age (Charles River) were used throughout all in vivo experiments. For primary neuronal cultures, P0 C57BL/6N mice were used.

### Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve the use of field-collected samples.

Ethics oversight

All animal procedures in this study were carried out in accordance with the ARRIVE guidelines and following approval by the local animal welfare committee (Regierungspräsidium, Karlsruhe, Germany; G3/19). Adult male or female C57BL/6N wild-type mice between 8 and 14 weeks of age (Charles River) were used throughout all in vivo experiments. For primary neuronal cultures, P0 C57BL/6N mice were used. Mice were housed in groups of maximally three animals in standard cages (15 cm x 21 cm x 13.5 cm) within approved animal facilities at Heidelberg University on a 12:12 hours light:dark cycle and maintained at 45-65 % humidity and 20-24 °C with ad libitum access to food and water. Housing conditions were constantly monitored.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

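Bulk RNAseq was analysed for dorsal spinal tissue (L3–5) of mice that expressed LacZ, HDAC4 wt or HDAC4 3SA after spinal injection of rAAV and that received CFA or saline in the hindpaw 24 h before collection. The 6 groups held 3 mice each. The other experiments of the paper (behaviour, immunoblots, QRT-PCR, cell culture) were not analysed here.

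The authors mapped single-end reads of 50 bp with TopHat 2.0.14 and Bowtie 2.2.9 to GRCm38 with Ensembl release 85, and used Cufflinks and Cuffdiff 2.0.0 for levels and tests. They deposited 1 Cuffdiff gene table per vector with 34579 loci. The deposited FPKM values are fragments per kilobase of exon, scaled to the number of mapped fragments, 1 estimate per group over its 3 mice. The deposited log2 fold change is, for most loci, that of the CFA over the saline value without an added constant, and is infinite where a group is at 0. It differs from that ratio by over 0.01 at 102 loci of the LacZ, 130 of the HDAC4 wt and 156 of the HDAC4 3SA table, with the opposite sign at 21, 25 and 37 of these; 1, 0 and 3 of them have a deposited q under 0.05. The deposited test statistic, a score, is Cuffdiff's and is 0 where a locus was not tested. The deposited p-value is Cuffdiff's, with a smallest value of 5e-05, and the deposited q-value is its false discovery rate adjusted form. Read counts, values per mouse and the depth per library are not part of the tables, so the precision of a single value is unknown; the paper states only a minimum depth. The design had foreseen tests on values per mouse or on counts where the tables held them. As they hold group values, the route foreseen for that case was taken: the authors' deposited q-values at the paper's thresholds, reported as the authors', and comparisons computed from the deposited values.

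DEGs were counted at q under 0.05 and a log2 fold change beyond 0.5 in either direction. Loci were matched between tables by their identifier. For 386 identifiers the place given in one table does not overlap that in another, and these loci were left out of every comparison between vectors and of the gene lists; they hold 3 of the LacZ DEGs, 1 of the HDAC4 wt DEGs and 0 of the HDAC4 3SA DEGs. Overlaps of DEGs were tested with a one-sided Fisher's exact test among loci tested in both tables. The log2 fold changes of LacZ DEGs were read in the other tables and their median set beside 10000 random lists of the same size, drawn from the 200 genes nearest in mean FPKM. The difference between the log2 fold changes of a pair of vectors was divided by the root of the summed squared standard errors, each taken as the deposited log2 fold change over the deposited statistic, and adjusted by the Benjamini-Hochberg method. This is a normal approximation with 3 mice per group, so counts are given without p-values of single genes. It is further limited because the deposited p-values do not follow from the statistic: the LacZ table has 889 loci with p under 0.05, but 1399 with a two-sided normal p of the statistic under 0.05.

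Lists of marker genes were written before the data were examined: 17 lists with 159 genes, of which 145 could be matched and none is in more than 1 list. They cover leptomeningeal fibroblasts, Schwann cells, dorsal root ganglion neurons, skeletal muscle, red blood cells, neutrophils, microglia, astrocytes, oligodendrocytes, neurons, dorsal horn neurons, motor neurons, endothelial cells, ependymal cells, activity-dependent genes, interferon response genes and HDACs. Genes that the paper names from these data were left out of the lists. A list was read over members with a mean of at least 0.5 FPKM in the groups compared, with 0.1 FPKM added on the log2 scale, and where at least 3 members remained. Lists of plasma and B cells, of T cells and of bone marrow precursors were written after the tables had been seen and before the values of their genes were read. Spinal tissue itself expresses many genes of the lists for its own cell types. Levels were compared across tables only as a description, since the vectors were normalized in separate runs.

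The genes named in the text are those the paper names for the RNAseq experiment, Hdac4, Fos and Nfkbia, the 3 DEGs with the largest rise and the 3 with the largest fall per vector among loci that name 1 gene and reach 1 FPKM in a group, the DEGs shared by all vectors, and members of the lists. This rule was set before the data were examined; other genes named in the closing section were chosen after their values were seen. Single results of some genes that the rule covers are not reported here. Coordinates are those of the tables on GRCm38, and exons are from GENCODE M21. GO terms were not re-tested.

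Alternatives to the q threshold, the fold change threshold, the minimum level, the loci counted, the FPKM added and the centring on the median of genes above 5 FPKM were set before the data were examined. Restricting DEGs to loci with a RefSeq identifier and a finite fold change, restricting them to loci tested in all 3 tables, and taking the standard error from the deposited p were added after the data had been seen. The calculations were tested on simulated data. Of 200 unchanged lists, 5.5% lay outside the middle 95% of the random lists, and all lists moved by 1 on the log2 scale were found. Of 500 pairs of random lists, 1.4% overlapped at p under 0.05 (one-sided Fisher's exact test). The difference test recovered 74.0% of 200 genes changed by 3 on the log2 scale, with 6.92% of its calls being unchanged genes. Its simulated statistics had exact normal standard errors. The deposited p-values do not follow from the deposited statistic, so these rates of the difference test need not hold for the deposited values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.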

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

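The lists of marker genes and their tests were set before the data were examined, apart from the lists of plasma and B cells, T cells and bone marrow precursors. The tests on Hbb-bs and on bone marrow in LacZ mice, on a normalization factor, on a uniform share of microglia and on short loci were chosen only after the result they bear on was seen. Single mice could not be compared, since the tables hold group values.

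The change after CFA differed between vectors under both standard errors for 14 genes between HDAC4 3SA and LacZ mice, for 31 loci between HDAC4 3SA and HDAC4 wt mice and for 13 loci between HDAC4 wt and LacZ mice. The 14 genes include 7 that are typical of neutrophils or myeloid cells (Ngp, Camp, Ltf, Retnlg, S100a8, S100a9 and Chil3), the red cell gene Slc4a1, the muscle gene Myh4, Prx, Nov, and Xlr3b, the one that was higher in HDAC4 3SA mice. Genes named here beyond those of the paper and the lists were chosen after their values were seen. The 31 loci are immunoglobulin segments. The difference of Nov was -1.84 on the log2 scale between HDAC4 3SA and LacZ mice. No technical explanation was tested for Nov, and the form of HDAC4 stays open for it, untested.

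Prx differed by -1.47 between HDAC4 3SA and LacZ mice. It is a Schwann cell gene of peripheral nerve and spinal roots, and different amounts of root in the samples are a candidate explanation. The Schwann cell list, which does not hold it, had a median log2 fold change of -0.46 in HDAC4 3SA mice, below each of the random lists, with 9 of 9 genes lower, and of 0.59 in LacZ mice, with 9 of 9 higher; Pmp22, its most abundant gene, went from 336 to 233 FPKM and from 241 to 364 FPKM. The log2 fold change of Prx in the authors' deposited tables was -0.75 in HDAC4 3SA mice and 0.72 in LacZ mice, close to those of the list. Unequal amounts of root tissue may therefore account for much of the difference in these samples. The paper also measured Prx by QRT-PCR in additional samples and reports the changes of the selected genes as reproduced. Unequal root in the RNAseq mice alone would not account for that. A change of gene expression in Schwann cells by CFA or the vector would move the list in the same way and stays open, untested.

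Acta1 differed by -3.13 between HDAC4 wt and LacZ mice. The list of other skeletal muscle genes had a median log2 fold change of 1.04 in LacZ mice, with 8 of 8 genes higher, and of -0.52 in HDAC4 wt mice, with 1 of 5 higher. Ckm, one of its most abundant genes, went from 4.78 to 10.3 FPKM in LacZ mice and from 1.21 to 0.0688 FPKM in HDAC4 wt mice. These values are in line with different small amounts of muscle in the samples, which may explain the changes of Acta1. The muscle genes also differed between the saline groups, with a median of 0.319-fold in HDAC4 wt over LacZ mice (1 of 8 genes higher) and of 3.06-fold in HDAC4 3SA over LacZ mice (9 of 9 higher). An effect of CFA or of the vector on these genes in spinal tissue stays open, untested.

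Ngp differed by -4.86 between HDAC4 3SA and LacZ mice and by -4.80 between HDAC4 wt and LacZ mice. The neutrophil genes rose together in LacZ mice, and they started from a higher level in the saline groups of the other vectors (median 3.44-fold for HDAC4 wt and 5.11-fold for HDAC4 3SA over LacZ). More blood of the same make-up in the LacZ samples after CFA is argued against, because Hbb-bs rose by only 0.88 on the log2 scale (137 to 252 FPKM) where the neutrophil list rose by 3.16. Bone marrow in these samples may contribute, but it cannot be told apart from circulating or infiltrating neutrophils. The bone marrow precursor list had a median of 0.51 in LacZ mice, but over 3 genes only, which was judged too few after the value had been seen: Prtn3 rose 1.88-fold to 2.34 FPKM, Epor 1.46-fold and Epb42 1.07-fold in LacZ mice, against 0.828-, 0.873- and 0.761-fold in HDAC4 wt mice; in HDAC4 3SA mice Prtn3 went from 1.64 to 1.82 FPKM, and Epor and Epb42 changed 0.970- and 0.776-fold. Of the genes near the floor, Elane went from 0.0852 to 0.654 FPKM and Ctsg and Ms4a3 were listed at 0 and reached 0.696 and 0.310 FPKM. A systemic or spinal rise of neutrophils after CFA that the vectors alter is the biological explanation and stays open, untested.

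Immunoglobulin segments, which the paper does not discuss, made up 68 of the HDAC4 wt DEGs and 57 of the HDAC4 3SA DEGs. Of 232 such loci in the tables, 148 reached 1 FPKM in saline-treated HDAC4 wt mice and 130 in saline-treated HDAC4 3SA mice, against 5 in saline-treated LacZ mice. Many of the variable segments are short, and few reads could give them a high FPKM, but this is argued against as the whole explanation: the 8 constant region genes read in all tables had a median of 235-fold in HDAC4 wt and 200-fold in HDAC4 3SA saline mice over LacZ saline mice, 8 of 8 higher in both. Antibody-producing cells in the HDAC4 wt and HDAC4 3SA samples are a candidate explanation. The plasma and B cell list was higher by 4.30 on the log2 scale in HDAC4 wt saline mice (7 of 7 genes) and by 4.07 in HDAC4 3SA saline mice (6 of 6 genes) than in LacZ saline mice, above each of the random lists, and Jchain had 0.205, 262 and 167 FPKM in LacZ, HDAC4 wt and HDAC4 3SA saline mice. The T cell list was 8.25-fold and 5.37-fold higher in the same comparisons. With few antibody-producing clones in a sample, single variable segments may rise or fall between groups of 3 mice without an effect of CFA, and this was not tested for lack of values per mouse.

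Interferon response genes had a median of 14.2-fold in HDAC4 wt and 10.9-fold in HDAC4 3SA saline mice over LacZ saline mice, with 9 of 9 genes higher in both, and microglial genes had a median of 3.77-fold and 3.13-fold, with 10 of 10 higher. The paper does not report these differences, which are present without CFA. A factor from the separate normalization is argued against, because genes above 5 FPKM had a median log2 ratio of only 0.0275 between the HDAC4 wt and LacZ saline groups. A larger share of microglia with no other change is argued against as well: the log2 ratio of the microglial genes ranged from 0.32 (P2ry12) to 3.26 (C1qa), and the interferon response genes rose by more. A state of immune activation in the HDAC4 wt and HDAC4 3SA samples may explain both sets of genes. Whether it comes from the expressed HDAC4, from the vector preparations or from other differences between the mice of each vector stays open, untested. The paper states that experiments were repeated in independent cohorts, with controls in every cohort or experiment. It does not give the cohorts of the RNAseq mice, and group values do not allow cohorts to be compared. As these genes already differ between the saline groups, changes after CFA in the HDAC4 wt and HDAC4 3SA mice start from another baseline than those in LacZ mice.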

How the results depend on the processing

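The tables hold 1 value per group, which limits the alternatives. No paired analysis was possible because the tables give no value per mouse. For the same reason the alternatives that need values per mouse or counts were not run: another added constant, filter or scaling in a test across mice, leaving out each mouse, the replicate block, and tests on counts. Other splits of the mice could not be counted. The alternatives were fixed in advance, except for the 3 named below as chosen after seeing the data.

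With q under 0.01 in place of q under 0.05, there were 0 DEGs in LacZ mice, 0 in HDAC4 wt mice and 181 in HDAC4 3SA mice, and 0 shared by all vectors. The smallest q in the authors' deposited tables, 0.0151 for LacZ, 0.0126 for HDAC4 wt and 0.00850 for HDAC4 3SA, belongs to the smallest p that Cuffdiff could give, 5e-05, so this alternative removes every DEG of LacZ and HDAC4 wt mice by construction. Loci with an unadjusted p under 0.05 numbered 889, 1114 and 1457. The fold changes of LacZ DEGs in the other vectors have no value under this alternative. With a log2 fold change beyond 1, 79 LacZ DEGs were left, 111 in HDAC4 wt and 233 in HDAC4 3SA mice. Under the other thresholds (q under 0.1, no fold change threshold, at least 1 FPKM in a group, only loci that name 1 gene), the count stayed between 93 and 144 in LacZ mice, between 124 and 155 in HDAC4 wt mice and between 325 and 441 in HDAC4 3SA mice, and HDAC4 3SA mice had the most DEGs under each.

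Among alternatives chosen after seeing the data, counting only loci with a RefSeq identifier and a finite fold change gave 52 DEGs in HDAC4 wt mice, 90.4% of them upregulated against 71.6% of all, and counting only loci tested in all 3 tables gave 53, 81.1% of them upregulated. Most of the loci that drop out in HDAC4 wt mice are immunoglobulin segments. In HDAC4 3SA mice 258 and 250 DEGs were left, and in LacZ mice 112 and 111.

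The difference between vectors depended on its standard error. Taken from the deposited p, an alternative chosen after seeing the data, it gave 37 loci for HDAC4 3SA against LacZ, 31 for HDAC4 3SA against HDAC4 wt and 13 for HDAC4 wt against LacZ, in place of 628, 768 and 658. The larger counts hold 579, 648 and 575 loci whose p is over 0.05 in both of the authors' deposited tables. With loci of at least 1 FPKM only, the counts were 640, 768 and 660.

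The LacZ DEGs that rose kept a median above that of nearly all random lists under every alternative that gave a value, between 0.19 and 0.30 in HDAC4 wt mice and between 0.08 and 0.24 in HDAC4 3SA mice. Those that fell stayed within the random lists, between 0.03 and 0.07 and between 0.06 and 0.17. Centring moved no value by more than 0.01.

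Of 138 other results for gene lists, 135 kept their direction and their side of the random lists, 2 became weaker and 1 stronger. With genes of at least 2 FPKM the leptomeningeal list in HDAC4 wt mice fell to 0.05 and the activity-dependent list in HDAC4 3SA mice to 0.11, both within the random lists, and the muscle list in HDAC4 3SA mice reached -0.27, outside them. Of 309 other results for named genes, 305 kept their direction and their status as a DEG or not, with the q of the authors' deposited tables left as it is, and 4 DEGs lost it because their log2 fold change fell below 0.5 with 1 FPKM added: Slc22a6 in HDAC4 wt mice (0.39), Prdm6 in LacZ mice (0.45), and Tspan11 in LacZ (0.37) and HDAC4 wt mice (0.47). Genes that are not DEGs also fell below 0.5 with 1 FPKM added, among them Prdm6 in HDAC4 wt (0.31) and HDAC4 3SA mice (0.08), Slc26a7 in HDAC4 3SA mice (0.04) and Ptgs2 in LacZ (0.29) and HDAC4 wt mice (0.41). The 4 DEGs lie below 1 FPKM in these groups, and without counts their precision is unknown. Of 48 other counts of up- or downregulated loci, 14 moved by more than 1.5 times or to 0, and of 21 other counts of shared DEGs, 6 did.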

Differences from the paper's values

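At the paper's thresholds, the authors' deposited table for HDAC4 wt mice holds 96 upregulated and 38 downregulated loci, against the paper's 47 and 5. For HDAC4 3SA mice the authors' deposited table holds 35 downregulated loci against the paper's 6. None of the alternatives set before the data were examined closed these gaps: with a log2 fold change beyond 1, for example, HDAC4 wt mice had 74 upregulated and 37 downregulated loci. Counting only loci with a RefSeq identifier and a finite fold change, a setting chosen after seeing the values, gave 47 and 5 for HDAC4 wt mice and 252 and 6 for HDAC4 3SA mice, the paper's values, and 103 and 9 for LacZ mice, where the paper has 104 and 9. Counting only loci tested in all 3 tables, also chosen after seeing the values, gave 43 upregulated loci in HDAC4 wt mice and 7 downregulated loci in HDAC4 3SA mice, within 1.5 times the paper's values, and 10 downregulated loci in HDAC4 wt mice.

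HDAC4 3SA and HDAC4 wt mice shared 48 DEGs that are not LacZ DEGs, against about 15 in Fig. 3c, read by eye, and 69 DEGs were found in HDAC4 wt mice only, against about 21 in Fig. 3c. The alternatives set before the data were examined did not close these gaps. With loci that have a RefSeq identifier and a finite fold change, chosen after seeing the values, the numbers were 15 and 21, and with loci tested in all 3 tables, also chosen after seeing the values, they were 18 and 22.

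In HDAC4 3SA mice the fold change after CFA was 1.38 for Slc22a6, 1.15 for Msln, 1.59 for Slc26a7 and 2.14 for Prdm6, each against about 0.1 in Fig. 3e, read by eye. With 0.1 FPKM added, with 1 FPKM added or after centring, the alternatives set before the data were examined, none of these came close to the figure's value. The bars of these genes for LacZ and HDAC4 wt mice are within 1.5 times the values found here without an added constant.

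The legend of Fig. 3e describes its genes as not induced in HDAC4 3SA mice. Lrg1 rose 2.87-fold there and is upregulated in the authors' deposited table, with a q of 0.00850. The text describes the genes as regulated differently in HDAC4 3SA mice than in both other vectors. Prx had a fold change of 0.974 in HDAC4 wt mice and is a DEG of LacZ and HDAC4 3SA mice only. None of the Fig. 3e genes that could be tested passed the test of the difference between HDAC4 3SA and HDAC4 wt mice. Not passing after adjustment does not show that the changes were equal. The difference was -1.40 for Nov (standard error 0.57), -1.25 for Thbs1 (standard error 0.51) and -2.06 for H19 (standard error 0.86). For Acta1 it went the other way (1.59, standard error 0.73). For Msln, Slc22a6, Slc26a7 and Prdm6 this difference could not be tested here, because Cuffdiff left them untested in HDAC4 3SA mice. The paper compared the vectors by QRT-PCR in additional samples for selected genes, Msln, Slc22a6 and Slc26a7 among them. It reports the changes as reproduced there.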

Other observations

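The tests on Slc47a1, on the number of loci tested and on the ventral horn were chosen only after the result was seen; the other tests in this part were planned.

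Msln, Slc22a6 and Slc26a7 rose after CFA in LacZ and HDAC4 wt mice and changed little in HDAC4 3SA mice. More leptomeningeal tissue in the CFA samples of LacZ and HDAC4 wt mice is argued against as the whole explanation. The leptomeningeal fibroblast list rose by a median of 0.53 on the log2 scale in LacZ mice (17 of 17 genes higher, above each of the random lists), by 0.15 in HDAC4 wt mice and by 0.06 in HDAC4 3SA mice, whereas the 3 genes rose by 2.98 to 4.29 in LacZ mice and by 2.68 to 3.21 in HDAC4 wt mice. Dcn, the most abundant gene of the list, went from 69.1 to 89.6 FPKM in LacZ mice. One gene of the list, Slc47a1, followed the 3 genes. It rose 33.9-fold in LacZ mice, 31.9-fold in HDAC4 wt mice and 2.74-fold in HDAC4 3SA mice, where Cuffdiff did not test it. Its q in the authors' deposited tables was 0.9996 for LacZ and 0.0126 for HDAC4 wt. The folds start from saline values near the floor (0.0370 and 0.0407 FPKM). More of one layer of the leptomeninges in these samples may still be involved. From the RNAseq values alone, this cannot be told apart from a change of expression after CFA that HDAC4 3SA prevents. No abundant gene of such a layer was in a list written beforehand. For Slc22a6 the paper has other evidence, at the protein level. It reports more OAT1-positive neurons in dorsal horn sections after CFA, and that HDAC4 3SA prevented the rise of OAT1 there. Krtdap, an epidermal gene listed at 0 FPKM in the saline groups, was 13.7 FPKM in LacZ and 19.2 FPKM in HDAC4 wt mice after CFA and 0 in HDAC4 3SA mice.

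HDAC4 3SA mice have the most DEGs. A larger number of tested loci is argued against, because 250 DEGs were left among loci tested in all 3 tables, against 111 and 53 in LacZ and HDAC4 wt mice. More blood is argued against, as Hbb-bs rose by 0.18 on the log2 scale, and more neutrophils are argued against by a median of -0.89 for the neutrophil list. More microglia or microglial activation, with a median of 0.79 for the microglial list and 6 of its 10 genes among the DEGs, and an interferon response, with a median of 1.00 and 9 of 9 genes among the DEGs, remain as explanations that may account for part of the DEGs. Of the microglial genes, C1qa went from 254 to 500 FPKM. An effect of CFA in mice that express HDAC4 3SA and unequal immune activation between the saline and CFA mice of this vector both stay open, untested.

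Motor neuron genes rose by a median of 0.36 in LacZ mice (6 of 6 genes), 1.14 in HDAC4 wt mice (5 of 5) and 1.27 in HDAC4 3SA mice (6 of 6) on the log2 scale. If the CFA samples of HDAC4 wt and HDAC4 3SA mice held more ventral horn, dorsal horn neuron genes would be lower. Their median was -0.32 in HDAC4 3SA mice and -0.34 in HDAC4 wt mice, below each of the random lists, and 0.21 in LacZ mice. This is consistent with more ventral horn in these CFA samples, which may affect other genes that differ between the dorsal and ventral horn. A change of expression in these neurons after CFA stays open, untested.

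Ependymal genes fell in LacZ mice, with a median log2 fold change of -0.86 below each of the random lists and 1 of 5 genes higher, against 0.04 in HDAC4 wt and 0.21 in HDAC4 3SA mice, and neuronal genes fell by a median of -0.31 in HDAC4 3SA mice, also below each of the random lists, against -0.06 and -0.19 in LacZ and HDAC4 wt mice. No explanation was tested for either. For the other lists, the median log2 fold change in LacZ, HDAC4 wt and HDAC4 3SA mice was -0.02, 0.20 and 0.19 for astrocytes, 0.01, 0.19 and 0.12 for oligodendrocytes, 0.09, 0.18 and 0.24 for endothelial cells, 0.11, 0.22 and 0.25 for activity-dependent genes and 0.03, -0.06 and -0.03 for HDACs. The list of dorsal root ganglion neurons had a median of -0.12 in LacZ and 0.14 in HDAC4 3SA mice over 3 genes and too few genes in HDAC4 wt mice. The red blood cell list had too few matched genes; Alas2 changed 1.75-, 1.12- and 1.29-fold. After CFA, T cell genes had a median of 0.54 in HDAC4 wt and 0.97 in HDAC4 3SA mice, plasma and B cell genes of 0.17 and 0.36, and bone marrow precursor genes of -0.25 and -0.04; In LacZ mice fewer than 3 genes of the T cell list and of the plasma and B cell list reached the minimum level, so neither has a median there, but all 9 matched plasma and B cell genes were higher after CFA, and Cd79a (0.333 to 1.18 FPKM) and Cd79b (0.384 to 0.978 FPKM) are DEGs.

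By QRT-PCR, the paper reports Ptgs2 as induced 24 h after CFA in LacZ and HDAC4 wt mice but not in HDAC4 3SA mice. It does not state whether those samples were the ones used for RNAseq. Ptgs2 went from 0.456 to 0.774 FPKM in LacZ mice (1.70-fold) and from 0.747 to 1.33 FPKM in HDAC4 wt mice (1.78-fold). In HDAC4 3SA mice it went from 0.673 to 1.49 FPKM (2.21-fold). Its q in the authors' deposited tables was 0.267, 0.112 and 0.0426. Ptgs2 is therefore a DEG only in HDAC4 3SA mice, which differs from the paper's QRT-PCR result. The difference between the log2 fold changes of HDAC4 3SA and LacZ mice was 0.38 (standard error 0.65) and did not pass the threshold. Fos changed 1.06-, 1.14- and 1.33-fold and Nfkbia 1.18-, 1.33- and 1.13-fold, with no q under 0.05 for Fos in the authors' deposited tables.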
